# Nuclear IL-33 restrains the early conversion of fibroblasts to an extracellular matrix-secreting phenotype

**DOI:** 10.1038/s41598-020-80509-5

**Published:** 2021-01-08

**Authors:** Francesca Gatti, Sobuj Mia, Clara Hammarström, Nadine Frerker, Bjarte Fosby, Junbai Wang, Wojciech Pietka, Olav Sundnes, Johanna Hol, Monika Kasprzycka, Guttorm Haraldsen

**Keywords:** Renal fibrosis, Interleukins

## Abstract

Interleukin (IL)-33 is a cytokine that appears to mediate fibrosis by signaling via its receptor ST2 (IL-33R/IL1RL1). It is also, however, a protein that after synthesis is sorted to the cell nucleus, where it appears to affect chromatin folding. Here we describe a novel role for nuclear IL-33 in regulating the fibroblast phenotype in murine kidney fibrosis driven by unilateral ureteral obstruction. Transcriptional profiling of IL-33-deficient kidneys 24 h after ligation revealed enhanced expression of fibrogenic genes and enrichment of gene sets involved in extracellular matrix formation and remodeling. These changes relied on intracellular effects of IL-33, because they were not reproduced by treatment with a neutralizing antibody to IL-33 that prevents IL-33R/ST2L receptor signaling nor were they observed in IL-33R/ST2-deficient kidneys. To further explore the intracellular function of IL-33, we established transcription profiles of human fibroblasts, observing that knockdown of IL-33 skewed the transcription profile from an inflammatory towards a myofibroblast phenotype, reflected in higher levels of COL3A1, COL5A1 and transgelin protein, as well as lower expression levels of *IL6*, *CXCL8*, *CLL7* and *CCL8*. In conclusion, our findings suggest that nuclear IL-33 in fibroblasts dampens the initial profibrotic response until persistent stimuli, as enforced by UUO, can override this protective mechanism.

## Introduction

Interleukin-33 (IL-33/IL1F11) is a member of the interleukin-1 superfamily that has received considerable attention as a putative mediator of fibrosis development. Much of this interest was boosted by observing that repeated injections of IL-33, acting via the transmembrane receptor ST2 (IL33R/IL1RL1), induced cutaneous fibrosis^1^ and by observing that IL-33-deficiency substantially reduced carbon tetrachloride-induced liver fibrosis^2^. Indeed, IL-33 may promote fibrosis by generating profibrotic IL-13 from type 2 innate lymphoid cells (ILC2) and T helper 2 lymphocytes^3^.

Renal interstitial fibrosis and parenchymal tubular cell loss are common end-results of chronic renal diseases and good predictors of disease progression. Current data generated from two different mouse models support the hypothesis that IL-33 also contributes to the pathology of renal fibrosis: in unilateral ureteral obstruction (UUO), Chen et al. reported reduced parenchymal loss and enhanced epithelial proliferation in both IL-33- and ST2-deficient mice^4^, and in renal ischemia–reperfusion, Liang et al. showed that inhibition of IL-33 signaling by administration of soluble IL-33 receptor (sST2) also reduced fibrosis^5^.

Reports that have addressed the fibrogenic properties of IL-33 are generally performed and interpreted in view of a mechanism by which IL-33, released from stressed or damaged cells, binds to the extracellular domain of its receptor. By contrast, sorting of IL-33 to the cell nucleus after synthesis^6–9^ and its ability to affect receptor-independent chromatin folding, suggests that IL-33 may also exert transcription factor-like, receptor-independent functions^10–12^, a mode of action that has received far less experimental attention. These considerations are all the more interesting in view of the fact that the nuclear localization of IL-33 is vital, as revealed by a lethal, non-resolving inflammation when the nuclear localization signal is disrupted^13^.

The key cellular mediator of fibrosis is the myofibroblast, which when activated serves as the primary collagen-producing and contractile cell of tissue repair. Myofibroblasts are characterized by expression of α-smooth muscle actin (α-SMA/ACTA2) that enables their contractile function and contributes to the destructive effect of fibrosis development^14,15^. We have previously demonstrated that nuclear IL-33 is rapidly and strongly induced in myofibroblasts during experimental wound healing, in gastric ulcers and in ulcerative colitis^8^. Indeed, expression of IL-33 appears to be a general feature of α-SMA-positive myofibroblasts, because it is also found in pancreatic fibrosis^16^ and in the myofibroblast-like stellate cells of the liver^17^. Taken together, these findings make it interesting to ask if IL-33 could have a role in the regulation of myofibroblast function and differentiation.

We here describe a novel role for nuclear IL-33 in regulating the myofibroblast phenotype. By means of genetic deletion or pharmacological inhibition of IL-33 in the UUO model, as well as depletion of IL-33 in activated human primary cultured dermal fibroblasts, we demonstrate that nuclear IL-33 restrains the early conversion to a full-blown myofibroblastic phenotype and supports an inflammatory phenotype. Depletion of IL-33 augmented the expression of extracellular matrix components COL1A1, COL1A2, COL3A1, COL5A1 and transgelin, but inhibited the expression of the proinflammatory cytokine IL-6 and chemokines CXCL8, CCL7 and CCL8. Our findings therefore introduce a new perspective to understanding the role of IL-33 in fibrosis development and tissue homeostasis.

## Results

### Myofibroblasts are the dominant IL-33-expressing cells in murine UUO

A recent study by Chen and colleagues reported increased expression of IL-33 and ST2 at day 4 after unilateral ureteral obstruction^4^. We approached their experiment by collecting kidneys at 1, 7, and 21 days following UUO in C57BL/6J mice, observing a steady increase in *Il33* mRNA transcripts (Fig. 1A) and increased numbers of cells expressing nuclear IL-33 (Fig. 1B). We also observed transcription and protein expression of type I collagen that reflected the development of fibrosis (Fig. 1C,D). We then analyzed the phenotype of IL-33-expressing cells. Like Chen et al., we observed that the IL-33-expressing cell subset seen at day 2 consisted predominantly of α-SMA-positive myofibroblasts, however, we found no signal for IL-33 in CD31-positive endothelial cells nor in CD45-positive leukocytes (Fig. 1E and Figure S1). We also observed IL-33 in scattered pericytes (red arrowhead in Fig. 1A, day 21 panel). A paired immunostaining for PDGFRB, another marker for myofibroblasts and pericytes, revealed extensive colocalization (Fig. 1E) Moreover, we assessed whether IL33 was colocalized with known markers of fibroblast activation, finding that the expression of S100A4 (also known as fibroblast specific protein, FSP-1), was rather expressed in endothelial cells of capillaries and medium-sized vessels (Fig. 1E). Similarly, VIM/vimentin was also found predominantly in endothelial cells, in particular in glomeruli and medium-sized vessels, and there was no overt co-expression in IL33-positive cells (Fig. 1E). Further analysis of IL-33-expressing myofibroblasts at day 7 revealed that they were mainly localized to the cortex and the corticomedullary junction, and less abundant in the medulla and papilla (Fig. 1F).

**Figure 1:**
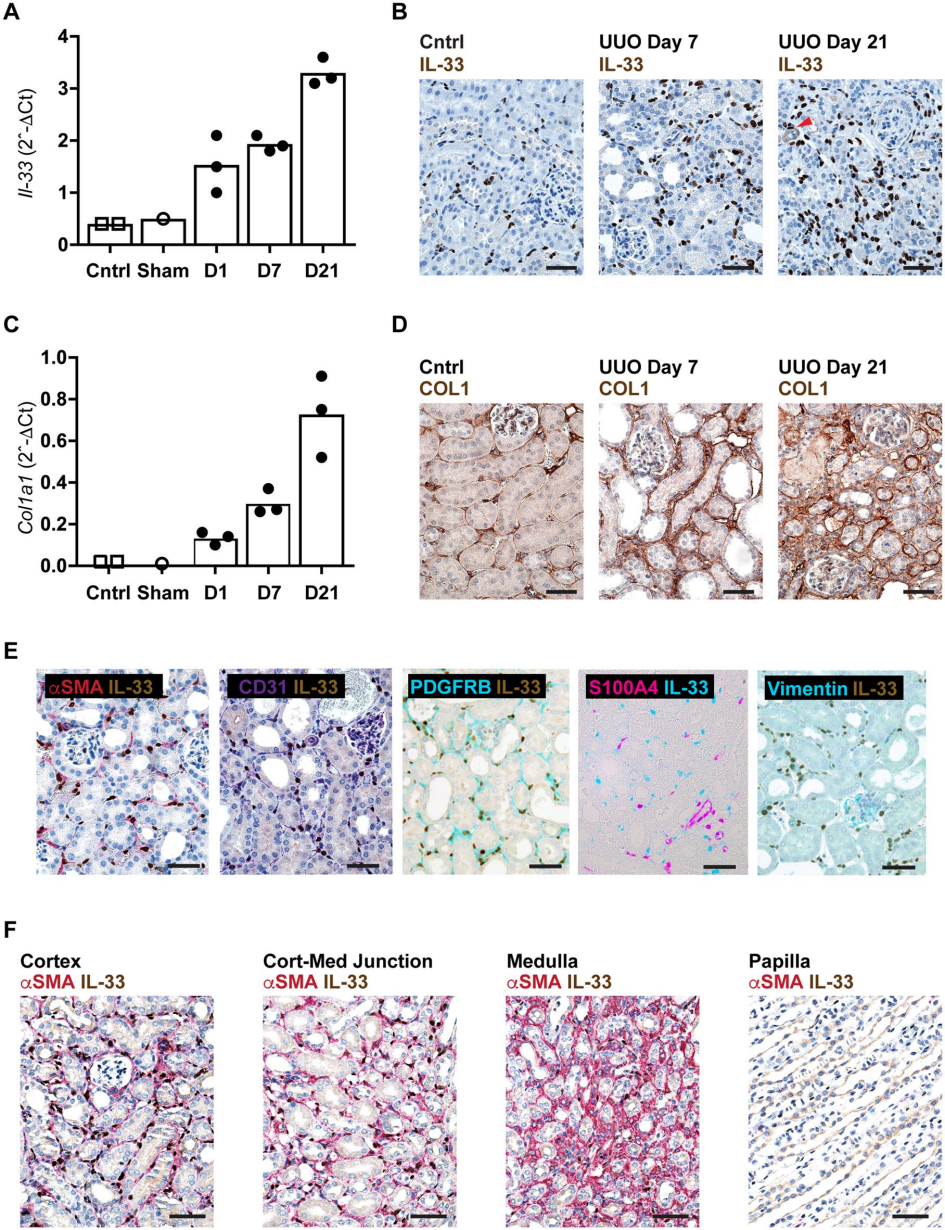
Unilateral ureteral obstruction induces IL-33 expression in mouse kidney. (**A**,**C**) Relative expression of *Il33* and *Col1a1* in kidneys from healthy control mice (n = 2) or mice subjected to sham-operation (n = 1) or UUO after 1, 7, or 21 days (n = 3 at each time point). Transcription levels were quantified as detailed in Materials and Methods by qRT-PCR. Data points represent individual mice. (**B**,**D**–**F**) Representative photomicrographs of tissue sections stained for IL-33 [brown signal in (**B**) and (**F**), brown or teal signal in (**E**)], COL1 (brown signal in panel **D)**, aSMA (red, **E**,**F**), CD31 (purple, **E**), PDGFRB (teal, **E**), Vimentin (teal, **E**) and S100A4 (purple, **E**) in kidneys from healthy control mice or mice subjected to UUO 2 days (**E**), 7 days (**B**,**D**,**F**) or 21 days (**B**,**D**) previously. Panel (**F**) shows different areas of the kidney as labelled. Scale bars = 20 μm.

### Genetic deletion of IL-33 has negligible impact on fibrosis progression in UUO but mediates an early boost of collagen synthesis

We next assessed the putative role of IL-33 by comparing the response to renal obstruction in IL-33^−/−^ and wild type mice. In contrast to Chen and colleagues, who reported reduced fibrosis development in IL-33-deficient mice subjected to UUO^4^, we observed no difference between IL33^−/−^ and WT mice in fibrosis development at day 7 or 21 after UUO by immunohistochemical analysis of type I collagen (Fig. 2A,B). However, dissecting the fibrotic response at the transcriptional level by evaluating collagen transcripts, we observed an early, significant upregulation to two-fold higher levels of *Col1a1* transcripts and a trend to increased *Col3a1* when comparing IL-33-deficient and wildtype kidneys at day 1 (Fig. 2C,D). We therefore decided to replicate the experimental design of Chen et al. by also analyzing samples at day 4 post-UUO and including ST2-deficient mice, comparing them to IL-33-deficient and WT mice. These analyses revealed a substantial increase of *Col1a2* in IL-33-deficient kidneys compared to wildtype kidneys at day 4 but no corresponding increase in ST-2-deficient kidneys (Fig. 2E). There was no overt difference in *Col1a1* and *Col3a1* transcript levels between genotypes at day 4, indicating that the effect on these genes are shorter lasting (data not shown and Fig. 2F).

**Figure 2:**
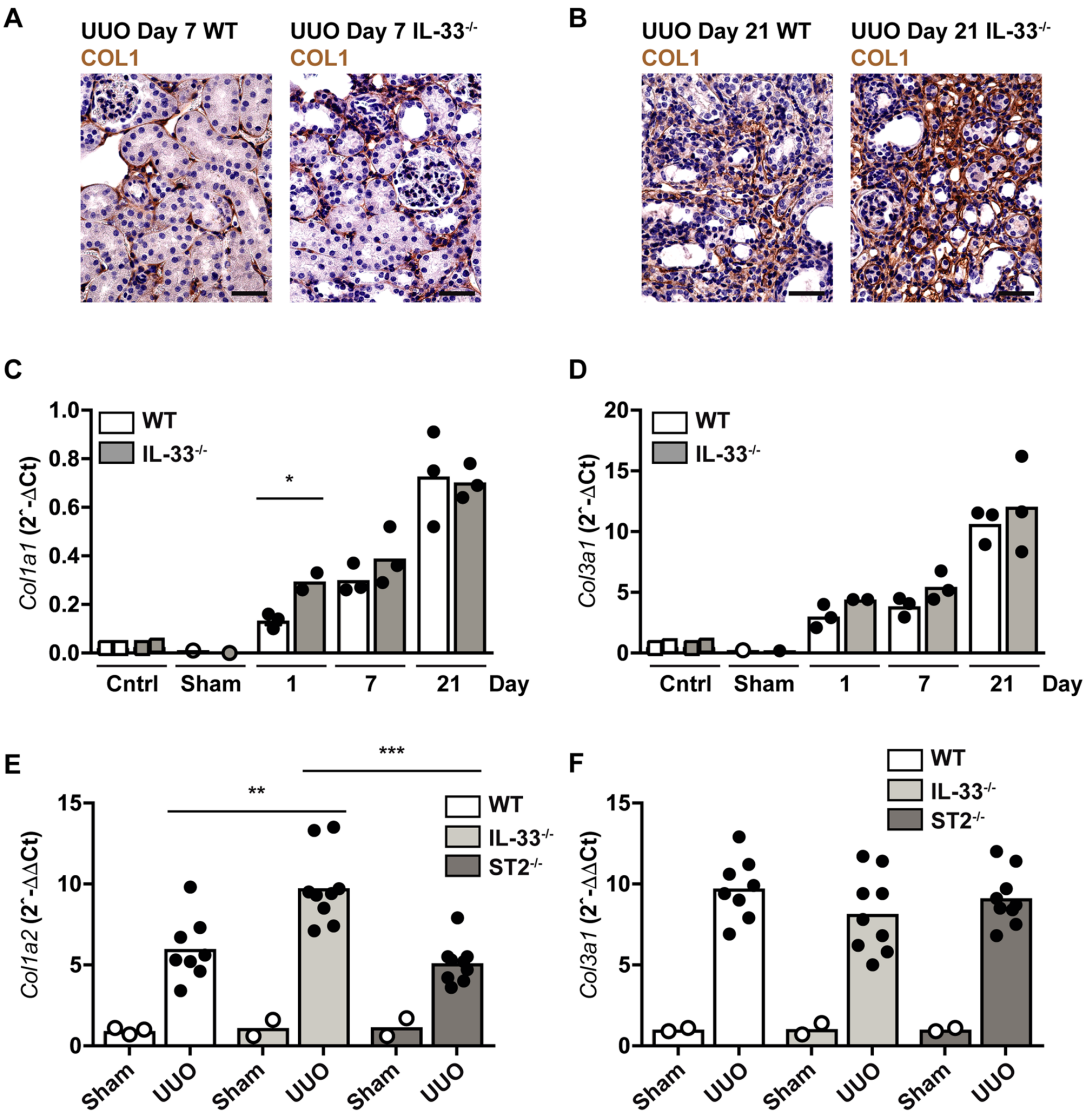
Collagen expression in IL-33^−/−^ and wildtype kidney during UUO. (**A**,**B**) Representative photomicrographs of tissue sections stained for COL1 (brown) in kidneys from IL-33^−/−^ and WT mice 7 and 21 days after UUO. (**C**,**D**) Time course comparing mRNA transcription of *Col1a1 and Col3a1* in IL-33^−/−^ and WT mice, showing healthy control mice (n = 2), sham-operated mice (n = 1) and mice subjected to UUO 1, 7, or 21 days previously (n = 3 at each time point and of each genotype). (**E**,**F**) Comparison of *Col1a1* and *Col3a1* transcription in kidneys from IL-33^−/−^, ST2^−/−^ and WT mice 4 days after sham-operation (n = 5 per genotype) or UUO (n = 10 per genotype). Transcription levels were quantified by qRT-PCR of mRNA. Data points represent individual mice, bars show mean values. *p < 0.05, **p < 0.01, ***p < 0.001.

### IL-33 attenuates the expression of profibrotic genes in the early phase of UUO

The increased expression of *Col1a1* and *Col31* at day 1 (Fig. 1C,D) and *Col1a2* at day 4 (Fig. 2E) in IL-33-deficient mice, indicated a role of IL-33 in the early response to injury. We explored this possibility by including more animals in an expanded experiment, observing increased transcript levels of *Col1a1, Col1a2* and *Col3a1* in IL-33-deficient mice at day 1 (Fig. 3A–C).

**Figure 3:**
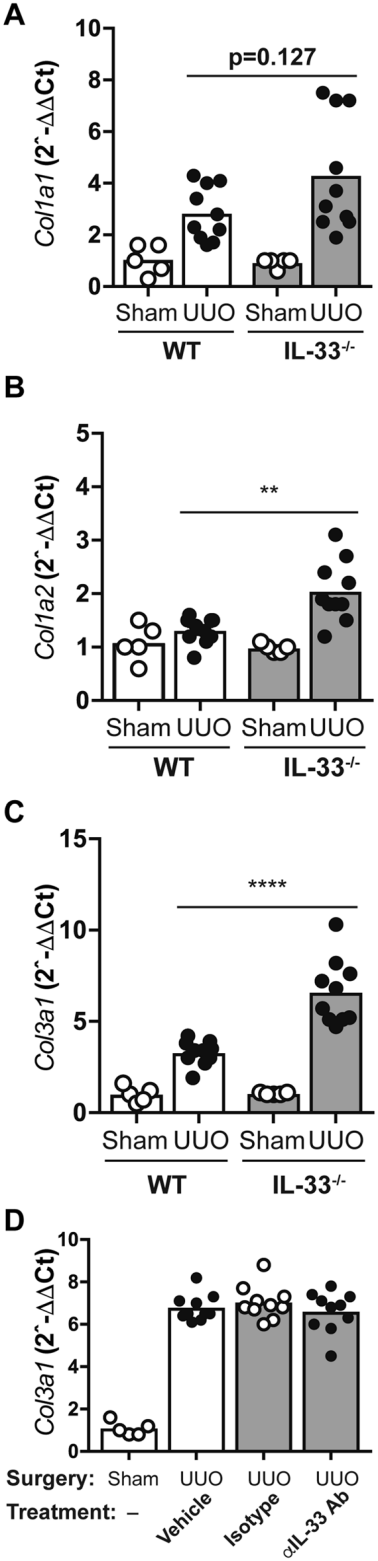
IL-33 attenuates the expression of collagens in the early phase of UUO. (**A**–**C**) Transcription of *Col1a1*, *Col1a2*, and *Col3a1* in kidneys from IL-33^−/−^ and WT mice 1 day after sham-operation (n = 5 per genotype) or UUO (n = 10 per genotype). (**D**) Transcription of *Col3a1* in kidneys from WT mice treated with anti-IL-33, isotype control antibodies or vehicle prior to UUO. Kidneys were harvested 24 h after UUO (n = 10 per treatment group) or sham-operation (n = 5). Transcription levels were quantified by qRT-PCR. Data points represent individual mice, bars show mean values. **p < 0.01, ***p < 0.001.

Having observed that IL-33 in kidney tissues from mice subjected to UUO localized to cell nuclei, we next asked if the altered gene expression observed in IL-33-deficient mice at day1 after UUO was due to the release of a repressive, nuclear IL-33 function or to the absence of extracellular IL33. We addressed the latter option by administration of a neutralizing antibody targeting IL-33 to wildtype mice before UUO (Fig. 3D). This treatment did not reproduce the fibrogenic phenotype of IL33 mutants, strengthening the hypothesis that the increase in profibrotic gene expression observed in the absence of IL-33 was due to lack of nuclear rather than extracellular IL-33.

### Transcriptome analysis of IL-33-deficient kidneys reveals profile of extracellular matrix reorganization and collagen formation

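Unilateral ureteral obstruction (UUO) closes a ureter and injures the kidney behind it. Labeled RNA from 16 kidneys was hybridized to Illumina BeadChips, arrays on which the brightness of each probe follows the amount of its transcript. 12 arrays came from kidneys 24 h after UUO, 7 from wildtype (WT) and 5 from IL-33-deficient mice. They were run on 2 sets of mice, with 3 WT and 2 IL-33-deficient kidneys in set 1 and 4 WT and 3 IL-33-deficient kidneys in set 2. The other 4 arrays were untreated controls, 2 of each genotype, whose set is not stated. The paper's contrast had 5 IL-33-deficient and 4 WT arrays, and its text does not name them. No choice of 4 of the 7 WT arrays could be matched to the log2 fold changes printed in Table S1. The closest of the 35 choices came within 0.006 of the printed value at 10.7% of 75 genes, where 95% had been required. The smallest median difference of any choice was a log2 of 0.037. Table S1 prints values of probes and the deposited table those of genes. The comparison therefore cannot tell whether the paper's arrays are among the 7. All 12 UUO arrays were therefore used. The authors imported the arrays with the beadarray package and deposited 1 intensity per gene on a linear scale for 18132 genes, from 95.5 to 23471. Their background correction, normalization and rule for joining the probes of a gene are not given in the methods. The median intensity was 132 to 133 on every array, and values of the same rank differed between the arrays by a median of 0.706%, so the deposited intensities were already scaled alike. They were quantile-normalized and taken to log2, and the groups were compared with limma, with Benjamini-Hochberg adjustment over all 18132 genes. The table carries no detection p-values, so dim genes were kept, and the number of arrays limits the precision.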

To investigate the early response to UUO in more detail by transcriptional profiling, RNA was extracted from kidneys of IL-33-deficient and wildtype mice 24 h after UUO. 

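The Fisher discriminant of each gene, the squared difference between the genotype means over the sum of the group variances, was computed over the 12 UUO arrays. Of the 200 genes with the highest values, 80 were lower and 120 higher in IL-33-deficient kidneys. Il33 ranked 1 and Acta2 ranked 8. In a principal component analysis of these 200 genes, the first component carried 80.0% of the variance, the next 8.11% and the third 3.10%. WT kidneys lay between -5.46 and 0.19 on the first component and IL-33-deficient kidneys between 1.56 and 4.07, without overlap. Over the first 3 components, differences between the genotypes made up a share of 0.703 of the total sum of squares. The genes had been chosen by the grouping that was then displayed, so the whole procedure was repeated with the 12 arrays split in other ways into 5 and 7. Of 100 splits, the real one included, 75 gave a share at least as large, and the median of the others was 0.735. With all 18132 genes and no choice of genes the share was 0.236, which 4 of 100 splits reached. Il33, the deleted gene, was among the genes in both, and the shares without it were not computed. The paper calls its 200 genes the top 5%, which makes the pool it chose from 4000, and does not say how that pool was formed; here 200 were 1.10% of the genes. Chosen among the 4000 brightest genes, 200 gave a share of 0.582, which 6 of 100 splits reached, and chosen among the 4000 most variable ones 0.628, which 4 of 100 reached, both pools being tried after the data were seen. The share was 0.766 after the means of the 2 sets of mice were removed, which 23 of 100 splits reached. With 100 genes it was 0.812, which 4 of 100 splits reached, and with 400 genes 0.640, which 83 reached. Leaving out WT replicate 3818 gave the largest share, 0.825, and no other split drawn reached it, while without any of the other arrays between 9 and 95 of 100 splits reached the real share.

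**Figure D1:**
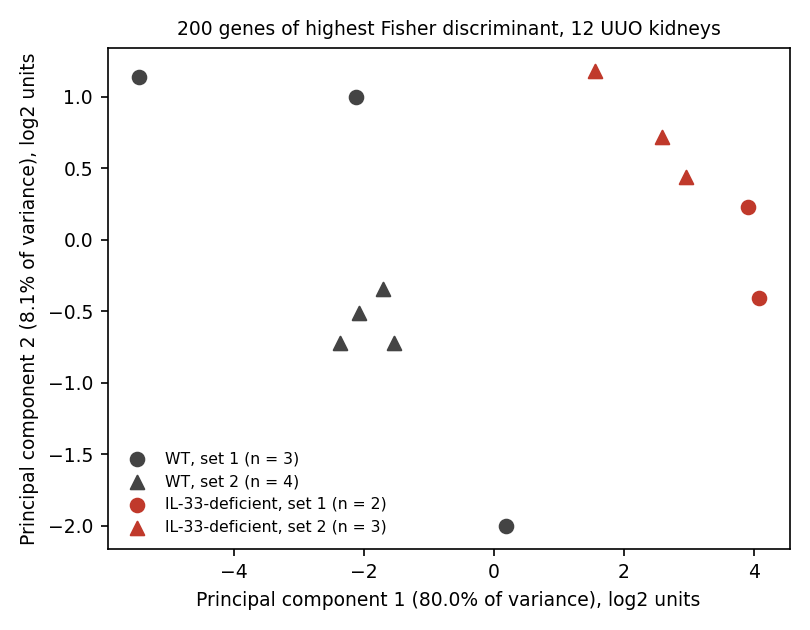
First 2 principal components of the 200 genes with the highest Fisher discriminant, in log2 units. Each point is 1 kidney 24 h after UUO, grey for WT and red for IL-33-deficient, circles for set 1 and triangles for set 2. The WT kidneys of set 1 spread over most of the first component, from -5.46 to 0.19, and every IL-33-deficient kidney lies to their right, at 1.56 or above.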

A pair-wise Fisher’s linear discriminant^24^ was used to identify the top 5% (200 genes) differentially expressed genes between the WT and IL-33-deficient kidneys revealing a clear separation between genotypes in a principal component analysis (Fig. 4A). A non-stringent approach (p < 0.05, fdr < 0.25, and fold change > 1.3) identified 134 downregulated and 46 upregulated probes in the contrast IL33^−/−^ (n = 5) versus WT (n = 4) (Suppl. Table S1), among the latter notably *Col1a1*, *Col1a12* and *Col3a1* as well as myofibroblast-associated *Acta2* (Fig. 4B). In addition, gene ontology analysis of differentially expressed genes using DAVID annotation clustering (Table S2) revealed a positive enrichment for GO-terms associated with collagens and protease inhibitors, as well as PDGF binding and ECM-receptor interaction, and negative enrichment for GO-terms associated with oxidoreductase activity and sodium-independent anion transporters.

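Il33 itself, the deleted gene, had a log2 intensity of 6.89 ± 0.08 (SD, n = 5) in IL-33-deficient and 9.25 ± 0.41 (SD, n = 7) in WT kidneys after UUO. Its log2 fold change was -2.36 (standard error 0.17, adjusted p = 9.6e-05 from limma), and every IL-33-deficient kidney lay below every WT kidney. With the 7 WT arrays in place of the paper's 4, 2 genes passed the paper's threshold, Il33 below and Acta2 above WT. At an unadjusted p under 0.05 limma gave 1874 genes. Only Il33 passed an adjusted p of 0.05. The count moved with the arrays in the fit. It was 81 genes (56 lower, 25 higher) in set 2 alone and 0 in set 1 alone, where 1081 genes had an unadjusted p under 0.05, and 1 (Il33) with the set as a block. With the 5 IL-33-deficient arrays against the 4 WT arrays of set 2 it was 226 (163 lower, 63 higher), and leaving out WT replicate 3819 moved it most, to 309 (221 lower, 88 higher).
Acta2 was at 11.20 ± 0.06 (SD, n = 5) in IL-33-deficient and 10.54 ± 0.25 (SD, n = 7) in WT kidneys, a log2 fold change of 0.67 (standard error 0.11, adjusted p = 0.233 from limma), and the groups did not overlap (exact permutation test, two-sided p = 0.00253). Its WT values were 10.88, 10.86 and 10.18 in set 1 and 10.55, 10.43, 10.51 and 10.36 in set 2. Its IL-33-deficient values were 11.14 and 11.17 in set 1 and 11.23, 11.20 and 11.30 in set 2. Acta2 lost the threshold with the set as a block (adjusted p = 0.274 from limma), in set 1 alone (0.736), and when any one of 8 of the 12 arrays was left out. Other settings went the other way. Acta2 passed an adjusted p of 0.05 from limma with array weights and in set 2 alone. With the 4 groups in one model its adjusted p was 0.144 from limma.
Col1a1 was at 9.42 ± 0.29 (SD, n = 5) against 8.62 ± 0.47 (SD, n = 7), a log2 fold change of 0.80 (standard error 0.22). Its IL-33-deficient values were 9.61 and 9.77 in set 1 and 9.49, 9.15 and 9.08 in set 2, and its WT values were 8.63, 9.32 and 7.73 in set 1 and 8.62, 8.86, 8.67 and 8.53 in set 2. Col1a2, the symbol that Table S1 lists, was at 8.04 ± 0.24 (SD, n = 5) against 7.54 ± 0.25 (SD, n = 7), a log2 fold change of 0.50 (standard error 0.13). It lay at 7.90 and 8.42 in the IL-33-deficient kidneys of set 1 and at 8.04, 8.07 and 7.79 in those of set 2, and at 7.48, 7.44 and 7.06 in the WT kidneys of set 1 and 7.60, 7.63, 7.83 and 7.75 in those of set 2. Col3a1 was at 8.34 ± 0.20 (SD, n = 5) against 7.82 ± 0.27 (SD, n = 7), a log2 fold change of 0.52 (standard error 0.13). The IL-33-deficient kidneys were at 8.09 and 8.65 in set 1 and at 8.36, 8.32 and 8.30 in set 2, all above the WT kidneys, which were at 7.69, 7.95 and 7.25 in set 1 and at 7.94, 7.98, 7.91 and 8.04 in set 2. All 3 collagens had an adjusted p of 0.311 from limma, outside the paper's threshold. Taken alone, each differed by more than the spread between kidneys, with exact two-sided permutation p = 0.00884 for Col1a1, 0.00379 for Col1a2 and 0.00126 for Col3a1, the last being the smallest that 5 kidneys against 7 allow. In set 2 alone the log2 fold changes were 0.57, 0.27 and 0.36, and in set 1 alone 1.13, 0.83 and 0.74, in the same order of genes. Within set 2 the groups did not overlap for Col1a1 and Col3a1 (exact permutation p = 0.0286, the smallest that 3 against 4 allow), while for Col1a2 they did (p = 0.0857, the same exact test). Col1a1, Col1a2 and Col3a1 passed the paper's threshold with array weights, with only the brighter genes, with the 4 groups in one model, and without WT replicate 3819 or 3820. In set 2 alone Col3a1 also had an adjusted p of 0.0434 from limma, and its log2 fold change of 0.36 alone kept it outside the paper's threshold, whose minimum is a fold change of 1.3.

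**Figure D2:**
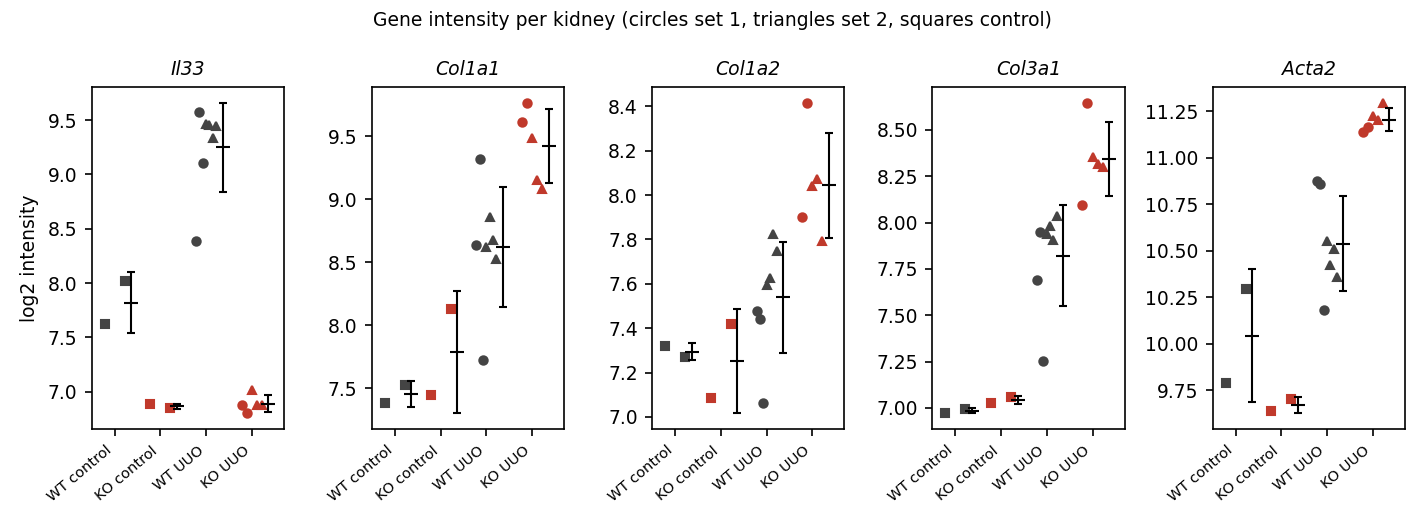
Log2 intensity of Il33, Col1a1, Col1a2, Col3a1 and Acta2 in each of the 16 kidneys, grey for WT and red for IL-33-deficient (KO), with circles for set 1, triangles for set 2 and squares for untreated controls. Black bars give the mean and SD of each group (n = 2 for each control group, 7 for WT after UUO and 5 for IL-33-deficient after UUO), and each vertical axis has its own range. Il33 stays near 6.9 in every IL-33-deficient kidney, and the Acta2 values of IL-33-deficient kidneys after UUO, from 11.14 to 11.30, lie above all WT values.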

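The terms of Table S2 rest on the list of called probes, and no ontology was used here. Table S1 prints 100 probes, 74 lower and 26 higher, where the text gives 134 and 46, so no enrichment was computed from it. Its genes of these families were read from the 12 UUO arrays instead. Fbn1, a matrix gene, had a log2 fold change of 0.50 (standard error 0.13) in IL-33-deficient against WT kidneys, and Mmp3 one of 0.48 (standard error 0.15). Of the serpins, a family of protease inhibitors, Serpina10 was higher (0.82, standard error 0.32) and Serpinf2 lower (-0.58, standard error 0.18). Leaving out 1 array moved Serpina10 to between 0.54 and 0.93, and Serpinf2 to between -0.74 and -0.49. The cytochromes P450, which are oxidoreductases, were lower, with log2 fold changes of -0.97 for Cyp2d9, -0.88 for Cyp2e1, -0.83 for Cyp4b1, -0.82 for Cyp2j11 and -0.82 for Cyp2j13. The solute carriers of family 22, which carry organic ions, were lower as well, with -0.91 for Slc22a6, -0.64 for Slc22a12 and -0.55 for Slc22a18, while Slc22a19 of Table S1 was not matched to the deposited table. The adjusted p of these 12 genes lay between 0.304 and 0.417 from limma, outside the paper's threshold. Of the 18 genes named for this contrast, all 18 passed an adjusted p of 0.05 when adjusted over the list alone and 1 when adjusted over all genes tested. The paper chose the list on these kidneys, so the former is not independent evidence.
Whole families were then tested as sets with camera. The 36 collagen genes had a median log2 fold change of 0.01 (20 higher, 16 lower, adjusted p = 0.445 over the 4 families) and the 55 serpins one of -0.00444 (24 higher, 31 lower, adjusted p = 0.505). The sign of both medians changed under some alternatives. Among the brighter genes the 19 collagens had a median of 0.18 (11 higher, 8 lower), with an adjusted p of 0.0894 under camera and 0.0482 under fry. The 73 cytochromes P450 had a median of -0.03 (48 lower, adjusted p = 8.7e-04) and the 15 solute carriers of family 22 one of -0.36 (12 lower, adjusted p = 1.1e-06). Camera asks whether a set changed more than the other genes, and was run with its default correlation between genes. Fry asks whether the set changed at all, so the tests answer different questions. Under fry neither the cytochromes P450 nor the solute carriers passed 0.05 over the 12 arrays (adjusted p = 0.120 for both). Both passed in 4 of the 22 alternatives. These were set 2 alone (adjusted p = 0.0483 for the cytochromes P450 and 0.0480 for the solute carriers), the brighter genes (0.0482 for both), the 5 IL-33-deficient arrays against the 4 WT arrays of set 2 (0.0299 and 0.0156) and without WT replicate 3819 (0.0364 and 0.0340). As small a camera p for the cytochromes P450 arose in 13 of 100 splits of the kidneys into 5 and 7. For the solute carriers it arose in 2 of 100. The size of both medians moved with the setting. Among the brighter genes the 24 cytochromes P450 had a median of -0.33 (19 lower) and the 12 solute carriers one of -0.42 (11 lower). Set 2 alone gave -0.00988 for the 73 cytochromes P450 and -0.20 for the 15 solute carriers.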

**Figure 4:**
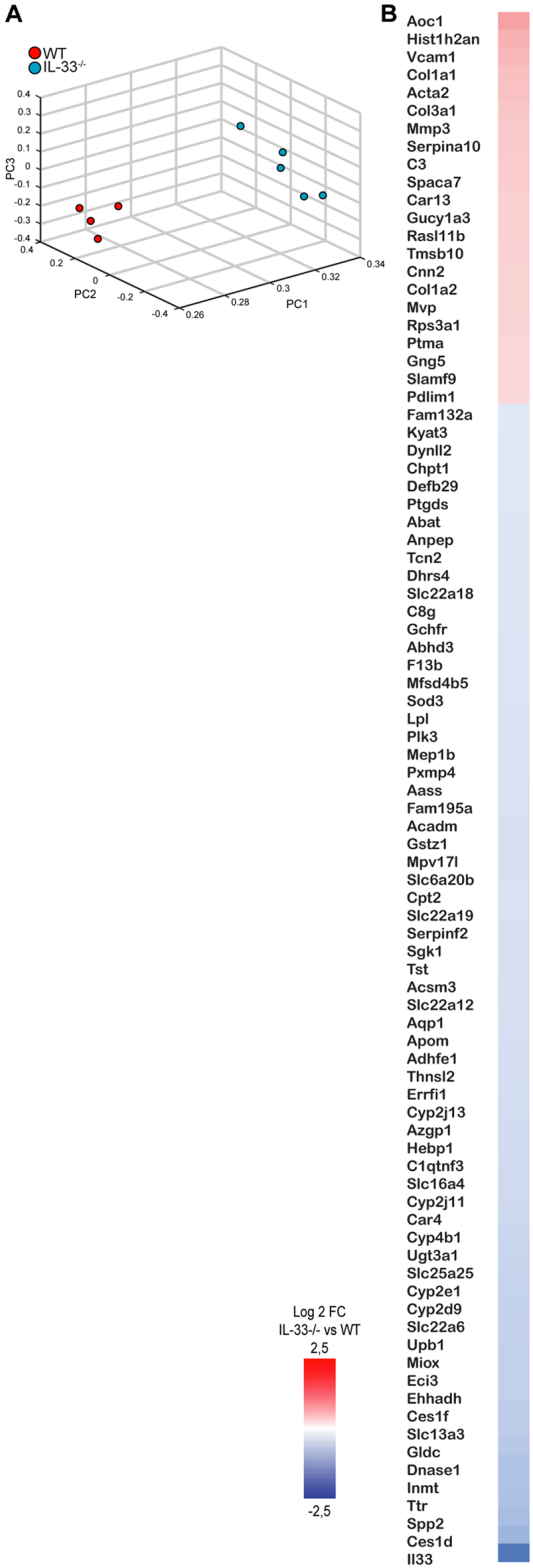
Summary of transcriptional differences between IL-33-deficient and wildtype mice 24 h after UUO. (**A**) The 3D scatter plot shows the distribution of samples based on a principal component analysis of 200 genes. (**B**) Heat map of top differentially expressed genes.

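Of the 89 symbols of Table S1, 83 were matched to a gene of the deposited table. Aoc1, the largest rise printed there, and Ces1d, the largest fall after Il33, were not, because the older symbol that the deposited table may hold for each belongs to more than 1 gene. The sign of the log2 fold change over the 12 UUO arrays was that of Table S1 for 83 of 83, and so it was in set 1 and in set 2 taken alone. These genes were picked from the same kidneys, and 2 of the 83 passed the paper's threshold over the 12 arrays. Among the 83 the largest rise was that of Hist1h2an, with a log2 fold change of 0.89 (standard error 0.24, adjusted p = 0.311 from limma), and after Il33 the largest falls were those of Spp2 (-1.47, standard error 0.44, adjusted p = 0.322) and Ttr (-1.32, standard error 0.34, adjusted p = 0.311). Spp2 ranged from 9.39 to 12.31 among WT kidneys, which overlapped the range from 8.35 to 10.00 among IL-33-deficient kidneys. Ttr overlapped too, and its exact two-sided permutation p was 0.00631. Gldc, which lies near Il33 on the chromosome with 2 protein-coding genes between them in the RefSeq annotation of GRCm38.p6, had a log2 fold change of -1.19 (standard error 0.34, adjusted p = 0.320 from limma) without overlap between the groups. Between the untreated controls of the 2 genotypes Gldc differed by -0.01 (standard error 0.54 in the model of 4 groups), at 11.24 and 11.05 in WT and 11.07 and 11.20 in IL-33-deficient kidneys.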

### Depletion of fibroblast IL-33 promotes a gene signature consistent with increased extracellular matrix deposition

To explore the function of IL-33 in the dominant IL-33-expressing cell population of obstructed kidneys, we skewed cultured human fibroblasts towards a myofibroblast phenotype by exposing them to IFN-γ and TGF-β for 24 h^8^ after siRNA-mediated knockdown of IL-33. Efficient knockdown was verified both at the protein and transcript levels (Fig. 5A) and was accompanied by increased mRNA and protein levels of profibrotic COL3A1, COL5A1 and TAGLN (Fig. 5B–D). Initial analyses indicated an involvement of TGF-β and prompted us to transcriptionally profile pooled, cultured human fibroblasts treated with siRNA to IL-33 and activated by IFN-γ (to induce IL-33 expression) or by the combination of IFN-γ and TGF-β for 24 h. This analysis identified 64 differentially expressed genes associated with depletion of IL-33 (adj.p < 0.05 and fold change > 1.5, Fig. 5E), 35 of which were common to both cytokine treatments (Fig. 5E,F). Furthermore, most of the genes showed similar trends under both conditions, even if they reached the chosen threshold for differential expression only under one of them (Fig. 5F), supporting the assumption that the effect of inhibiting IL-33 was similar under both conditions. For gene ontology analysis, we therefore considered genes that were differentially expressed by IL-33 depletion under at least one condition and performed annotation clustering (Table S3). In agreement with our finding in UUO-exposed, IL-33-deficient kidneys, we found that inhibition of IL-33 in fibroblasts led to increased expression of genes enriched for GO-terms associated with collagen and extracellular matrix components. Furthermore, genes repressed by depletion of IL-33 were enriched for GO-terms associated with a response to inflammatory stimulation. Together, our data imply that IL-33 expression in fibroblasts serves to dampen the upregulation of transcripts related to extracellular matrix deposition and myofibroblast activation, while inflammatory transcripts to some extent are supported by IL-33.

**Figure 5:**
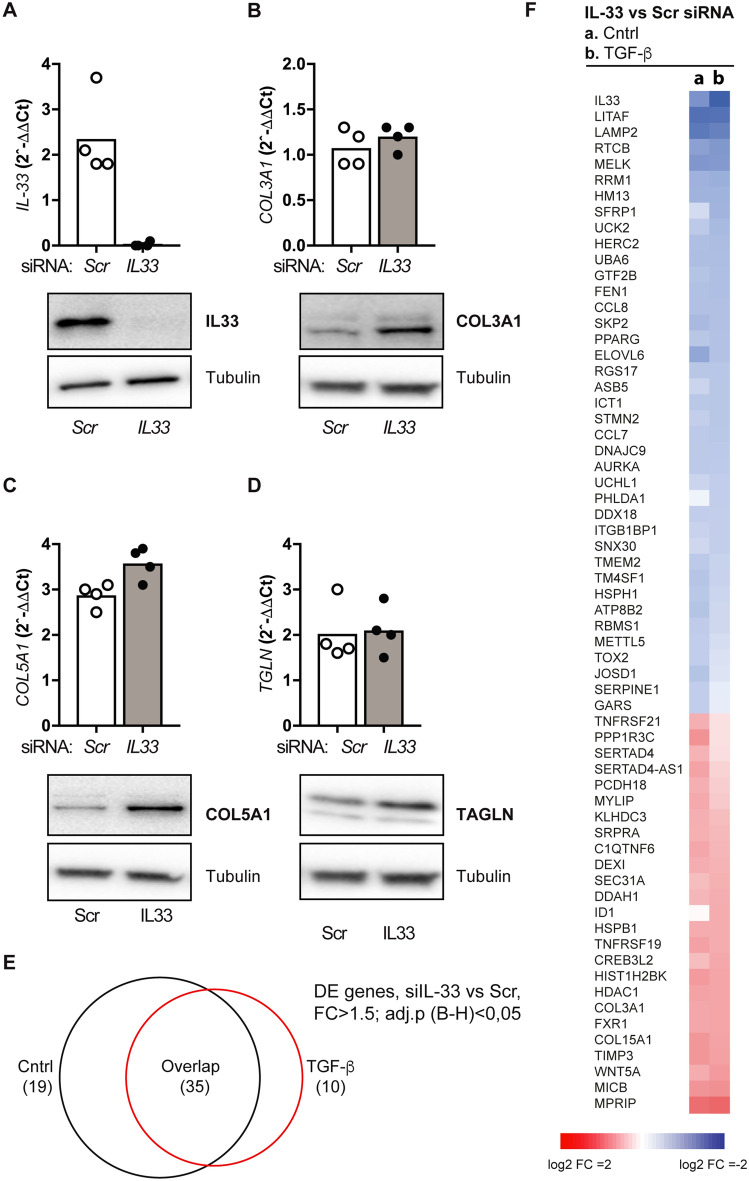
Depletion of fibroblast IL-33 enforces a gene signature consistent with increased extracellular matrix deposition. Expression of *IL33* (**A**), *COL5A1* (**B**)*, FIBL5* (**C**) and *TGLN* (**D**) expression in human fibroblasts treated with IL-33-specific and scrambled siRNA was measured by qRT-PCR (top panels) and western blot (bottom panels). Bars show mean values of 4 independent experiments, *p < 0.05. (**E**) Venn diagram comparing differential expression of transcripts in response to silencing of IL33 between control and activated cells. (**F**) Heat map showing differentially expressed transcripts in response to siRNA-silencing of IL-33 in control and activated cells.

### Depletion of IL-33 in activated fibroblasts favors a myofibroblastic over an inflammatory phenotype

Based on our observation that the effect of IL-33 appears to persist and get more prominent over time even though IL-33 expression declines (Figure S2A,B), we next asked if the main nuclear function of IL-33 might be the regulation of fibroblast differentiation rather than a direct regulation of pro-fibrotic effectors. Upon stimulation, quiescent fibroblasts and other mesenchymal cells develop inflammatory and/or contractile functions. The spectrum between inflammatory fibroblasts and contractile myofibroblasts remains poorly defined and probably represents a sliding transition rather than two distinct phenotypes^14^. However, a recent publication by Öhlund et al.^23^ compared cancer-associated fibroblasts (CAFs) to quiescent pancreatic stellate cells, identifying an inflammatory phenotype termed iCAFs (co-cultured in Transwells with cytokine-secreting tumor organoids and expressing high and low levels of IL6 and SMA, respectively [IL6^high^α-SMA^low^]) and a contractile myofibroblastic phenotype, myCAFs (IL6^low^α-SMA^high^, cultured in dense monolayers). Transcriptional profiling and comparison of iCAFs and myCAFs identified characteristic transcriptional profiles. While fibroblasts with an inflammatory phenotype (iCAFs) boosted their expression of interleukins and chemokines, those with a myofibroblastic phenotype (myCAFs) were characterized by enhanced expression of TGF-β response genes and extracellular matrix components including collagens^23^. We used this data set to generate signature lists consisting of the top differentially regulated genes between phenotypes, and performed gene set enrichment analysis in the GSEA software^22^. Results indicated that inhibition of IL-33 supported a contractile myofibroblastic phenotype (myFBL) and inhibited an inflammatory phenotype (iFBL) in human fibroblasts (Fig. 6A,B, Table S4), thus agreeing with results from our gene ontology analysis. At this point, we turned our attention to *IL6* and *CXCL8*, cytokines that have been proposed as markers for iCAFs^23^, finding that although these genes did not fulfill criteria for differential expression in our transcriptome analysis, a reduction in their expression levels could be detected by qRT-PCR following depletion of IL-33 (Fig. 6C,D). Among inflammatory mediators found to be downregulated in our transcriptome analysis (Fig. 5F), we also confirmed a reduction in expression for *CCL7* and *CCL8* in cells treated with anti-IL-33 siRNA (Fig. 6E,F).

**Figure 6:**
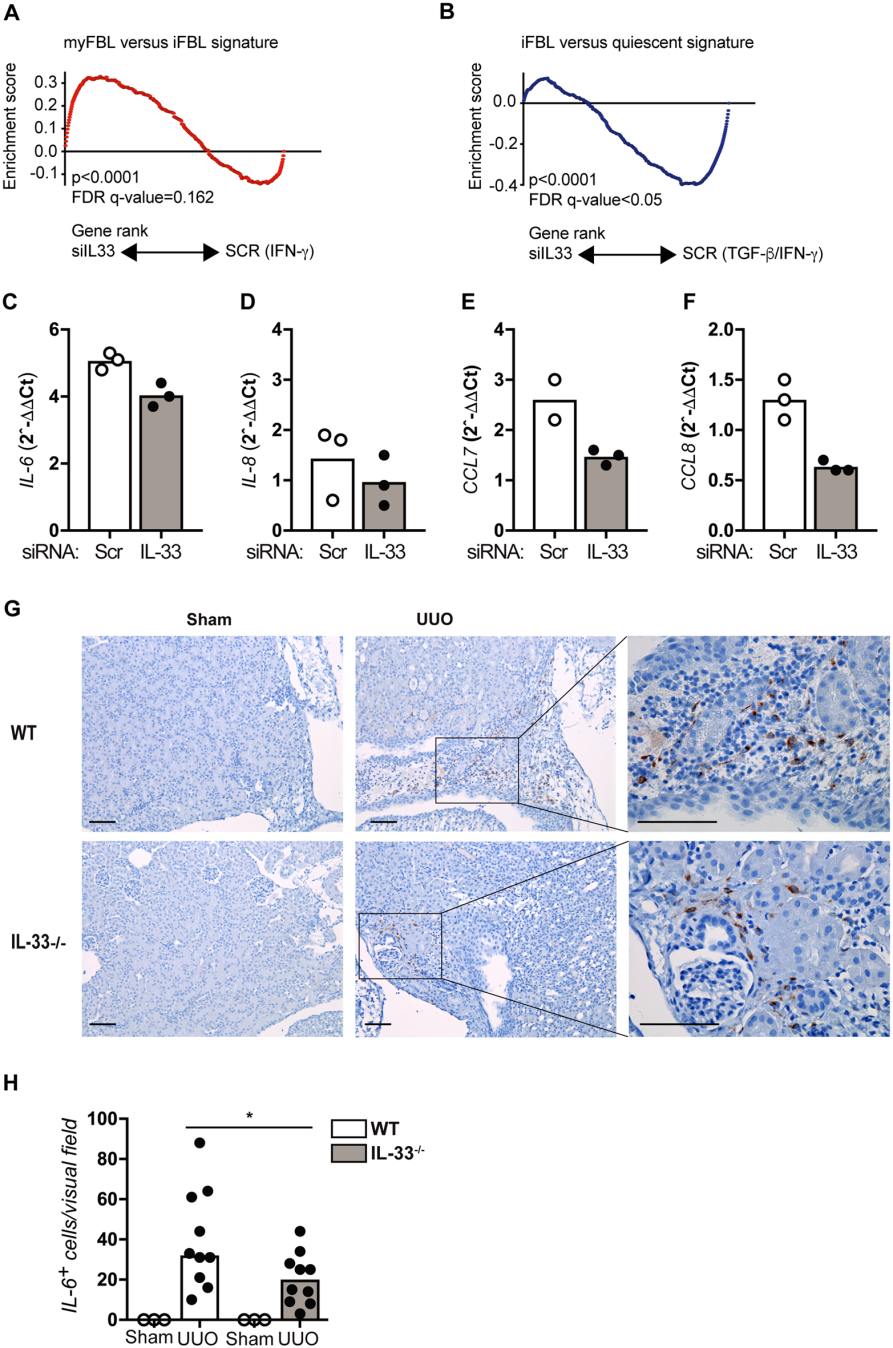
Depletion of IL-33 skews fibroblasts towards a myofibroblastic phenotype. (**A**,**B**) Gene set enrichment analysis showed that cells treated with IL-33-specific siRNA were positively enriched for a myofibroblast (myFBL) versus inflammatory fibroblast (iFBL) signature and negatively enriched for an inflammatory versus quiescent fibroblast signature. (**C**–**F**) Transcription of *IL6* (**C**), *IL8* (**D**)*, CCL7* (**E**) and *CCL8* (**F**) in human fibroblasts treated with IL33-specific or scrambled siRNA was measured by qRT-PCR. Each data point shows mean values of technical triplicates from independent experiments. (**G**) Representative photomicrographs of kidney sections harvested 4 days after sham or UUO surgery from WT and IL-33^−/−^ mice and immunostained for IL-6 (brown signal). Scale bars = 100 μm. (**H**) Blinded quantification of signal enumerating the average number of positive cells per high-power visual field. Individual data points show the average number of positive cells in one mouse, counting 3 high power fields in areas of highest density. *p < 0.05.

These observations prompted us to investigate if our findings could be translated to the murine UUO model at day 1. Immunohistochemical analysis (Fig. 6G) and quantification (Fig. 6H) revealed the induction of IL-6-expressing cells in wildtype kidneys, similar to observations on the transcript level by Chen et al.^4^. By contrast, we observed significantly reduced numbers of IL-6-positive cells in IL-33^−/−^ mice, in good agreement with our in vitro-generated human fibroblast data.

## Discussion

Since its discovery, a broad impact of tissue-derived IL-33 has been demonstrated in cardiac hypertrophic remodeling^25^, and in fibrosis of lung^26^, skin^1^, and liver^2^. These effects are all mediated through interactions with its cognate membrane-bound receptor ST2 (IL33R/IL1RL1). Far less attention has been paid to the potential of this intranuclear cytokine to modulate transcription^10^ in tissue-resident stromal cells, and the functional significance of nuclear IL-33 remains largely unknown^27^. Here, we combined analyses of unilateral ureteral obstruction in vivo with analyses of human fibroblasts in vitro to reveal a novel role for nuclear IL-33 as a repressor of interstitial cell extracellular matrix deposition. This conclusion was drawn from observing that early pro-fibrotic responses were amplified in IL-33-deficient mice but not by neutralizing IL-33 antibodies given to wild-type mice and observing that depletion of IL-33 in human dermal fibroblasts augmented the expression of extracellular matrix components and skewed activated fibroblasts towards a prototypic myofibroblastic phenotype.

A nuclear localization of IL-33 was observed both in cells in the renal interstitial space that as a sequela to ureteral obstruction develop into α-SMA + myofibroblasts, and in primary human fibroblasts exposed to profibrotic stimuli. Moreover, the increased collagen transcription observed in IL-33-deficient mice, was seen neither in wild-type mice given neutralizing IL-33 antibodies nor in ST2-deficient mice, indicating that IL-33 dampens the expression of extracellular matrix components through its nuclear functions. We therefore propose that IL-33 exerts active homeostatic nuclear functions in fibroblasts that protect the host from unwarranted responses. In this manner, IL-33 induced by the inflammatory environment may act as a natural suppressor of profibrotic genes, appearing to be accelerated by the presence of pro-fibrotic cytokines like TGF-β. This model correlates well with the recent observation that nuclear, but not extracellular, IL-33 exerts beneficial effects on wound healing in mice, by suppressing NFkB activity in keratinocytes and limiting excessive inflammation^28^.

The early increase in collagens and extracellular matrix genes did not translate to increased fibrosis development in the UUO model. A likely explanation for this apparent discrepancy could be that the unrelenting pressure and subsequent tissue-damage induced by complete ureteral obstruction is strong enough to override the homeostatic mechanism exerted by IL-33. Considering the irreversible nature of UUO and its ensuing impact on renal function, this is perhaps not surprising. One should also consider that the cellular stress and damage exerted by UUO at later time points could mediate the release of IL-33 to the extracellular space^7,29^, reducing its accumulation in the nucleus and, perhaps more importantly, enabling pro-fibrotic signaling via its receptor ST2L. Indeed, a pro-fibrotic role for IL-33-ST2L signaling has been reported in many organs, including the kidney^4,5^. However, we did not observe any evidence of a pro-fibrotic role for IL-33 in our system even in efforts to reproduce the exact experimental conditions previously used to demonstrate this phenomenon.

Nuclear expression of IL-33 in fibroblasts is induced by inflammatory activation^8,30^, and wound-healing experiments revealed that this induction is associated with an early activation state of the cell^8^. The effect of nuclear IL-33 is therefore unlikely to be exerted on the quiescent fibroblast, but rather at an intermediate stage of activation. Our observation that depletion of IL-33 augmented the expression of extracellular matrix components like COL5A1 and TGLN, but reduced the expression of proinflammatory cytokine *IL6* and chemokines *CXCL8, CCL7* and *CCL8*, indicates that the model proposing a distinction between inflammatory (IL6^high^α-SMA^low^) and myofibroblastic (IL6^low^α-SMA^high^) fibroblastic phenotypes in pancreatic cancer^23^ could be highly relevant also when considering the nuclear function of IL-33 in cultured myofibroblasts. Potential effects on tissue inflammation should be kept in mind when considering the overall effect of IL-33-deficiency on fibrosis development. Inflammation is a major drive for fibrosis, and, at least in the lung, fibroblast secretion of inflammatory cytokines like CCL8 contributes to fibrosis pathology^31^. One can therefore not automatically assume that a bias towards the inflammatory fibroblastic phenotype inhibits long term development of fibrosis.

Our findings from cell culture indicate that, over time, fully converted myofibroblasts may downregulate nuclear IL-33. Although IL-33 is downregulated in fibroblast cultures with prolonged exposure to TGF-β, the effect of IL-33-depletion persists, most likely due to a higher proportion of fully differentiated myofibroblasts in the culture. This observation also supports the hypothesis that the effect of IL-33 is due to a modulation of phenotype conversion rather than through direct intracellular interactions that inhibit pro-fibrotic signaling.

Future experiments should be designed to investigate the impact of nuclear IL-33 function in fibroblasts under different conditions and to identify the molecular mechanisms involved. A very interesting approach would be to map the chromatin regions occupied by IL-33 in activated fibroblasts by chromatin immunoprecipitation followed by deep sequencing and to identify interaction partners by immunoprecipitation and mass spectrometry. Another approach would be single-cell transcriptional profiling. In this context it also deserves mention that our murine in vivo data were supplemented by in vitro experiments in human fibroblasts. As primary cell cultures from human kidney have not been easily available to us, we prioritized relevance to *species of interest* over relevance to *organ of interest* in choosing to explore and extend our in vivo data in a mechanistic in vitro model.

Our combined findings make it tempting to propose a model where early tissue damage-induced activation of mesenchymal/fibroblastic cells induces an intermediate fibroblastic phenotype with high expression of nuclear IL-33 and predominantly inflammatory features. In the absence of further tissue damage, this nuclear IL-33 may function to inhibit the full-blown conversion to an extracellular matrix-producing, myofibroblastic phenotype, thereby preventing excessive scar formation and preserving organ function. However, if the damaging stimulus persists, as in UUO, the protective functions of IL-33 are overridden, and IL-33 may even be secreted from activated fibroblasts^29^ to exert pro-fibrotic actions through activation of ST2. In this context, a pharmacological intervention aiming at targeting extracellular IL-33, and therefore blocking the pro-inflammatory and pro-fibrotic signal of the IL-33–ST2L axis, might be beneficial in the treatment of inflammatory and fibrotic diseases.

## Materials and methods

### Unilateral ureteral obstruction (UUO)

*Il33*- and *ilrl1-*deficient mice were obtained from Merck Research Laboratories and Stefan Wirtz’ laboratory, respectively. Both strains were backcrossed to the Taconic C57BL/6J BomTac (B6JBOM) background for ten generations to ensure genetic homogeneity. All experiments involving animals were performed according to institutional guidelines, following protocols approved by the Norwegian Food Safety Authority (FOTS 6997). Unless differently stated, the mice used for experiments were 8 weeks old, n = 10 in the UUO group and n = 5 in the sham-operated group. The UUO procedure was performed under isofluorane/O_2_ anesthesia by making a small incision in the left flank. The kidney was gently retracted from the retroabdominal space and one metal clip (MCS-20 Ligaclip Ethicon) applied to obstruct the ureter. The kidney was then gently relocated and the wound sutured. Animals were treated with buprenorphine (0.05 mg/kg) 30 min before surgery as premedication, and every 12 h for the following 48 h as analgesia. Neutralization of IL-33 in WT mice was performed by injecting the rat anti-mouse IL-33 (clone M19, IgG2a, 200 µg per mouse i.p. 24 h before UUO) and using rat anti-human creatine kinase (clone CHO-CK, IgG2a) as an isotype control. Vehicle-treated (PBS) animals were also used as controls.

### Fibroblast culture

Primary normal human dermal fibroblasts (NHDF) were purchased from PromoCell (Heidelberg, Germany) and cultured in Fibroblast Growth Medium supplemented with one vial of SupplementMix (PromoCell), 5% FCS, 100 μg/ml amphotericin B and 100 μg/ml gentamicin (Thermo Fisher Scientific). Cells were used at passage level three to five, maintained at 37 °C in 95% humidity/5% CO_2_ atmosphere and split at a ratio not exceeding 1:3. A minimum of cells from 2 different donors were pooled to reduce biological variation.

### Gene silencing

Human IL-33 (#4392422) and Silencer Select Negative Control No. 2 siRNA (#4390846**)** were purchased from Thermo Fisher Scientific (Oslo, Norway). Fibroblasts were transfected with 30 nM siRNA using Lipofectamine RNAimax (Invitrogen, Oslo) in Opti-MEM for 12 h followed by a change to serum free fibroblast growth medium, containing IFN-γ (100 ng/ml) and TGF-β (2 ng/ml) for another 12 h before harvest and RNA extraction.

### RNA extraction and qRT-PCR

Harvested tissue was stabilized in RNAlater (Life Technologies, Carlsbad, CA) and stored at − 80 °C. Samples were homogenized in RLT buffer from the RNeasy Mini Kit (Qiagen, Norway, Oslo) with 6.35 mm diameter ceramic spheres (MP Biomedicals, Santa Ana, CA) in a bead-milling homogenator (MP Biomedicals FastPrep-24). RNA from these homogenates or from cell cultures, was isolated with the RNeasy Mini Kit according to the manufacturer’s instructions (Qiagen, Oslo, Norway). RNA purification was performed using an RNase-Free DNAse Set (Qiagen, Oslo, Norway). RNA concentration and quality were assessed with an ND1000 NanoDrop Spectrophotometer (ThermoFisher). Reverse transcription of 1 μg of RNA was performed with SuperScriptIII Reverse Transcriptase cDNA system (Invitrogen), oligo (dT) primers, and dNTPs (GE Healthcare, Oslo), according to manufacturer’s instructions. The PCR reaction consisted of 5 μl of 10-times diluted cDNA in a 20-μl qPCR reaction consisting of 5000 U Hot-Start Taq DNA polymerase (Qiagen, Oslo, Norway), dNTP (GE Healthcare), 20 × EvaGreen (Biotium), and the individual primer sets (Table 1). Quantitative RT-PCR was performed with the Stratagene Mx3005P instrument and Stratagene MxPro software (Agilent Technologies, Santa Clara, CA) with the following program: hot start at 95 °C for 15 min, amplification 40 cycles at 95 °C for 30 s, 60 °C for 30 s, 72 °C for 30 s, melting 95 °C for 1 min, 57 °C for 30 s, 95 °C for 30 s, 40 °C for 10 s. Data were analyzed according to the comparative C_T_ method (2^−ΔΔCT^ method) of Schmittgen and Livak^18^, where the internal control relative to constitutive gene expression was provided by *hprt* gene expression (2^−ΔCT^), and where indicated, these results was further normalized to an experimental control (2^−ΔΔCT^), in UUO experiments by comparison to sham-operated mice and in cell cultures using untreated cells.

**Table 1:** Primers used for RT-PCR.

Gene target	Forward primer sequence	Reverse primer sequence
Il33*	AGGCGACGGTGTGGATGGGA	CGTCACCCCTTTGAAGCTCCACG
*Col1a2*	CCGTGCTTCTCAGAACATCA	ACCAGAATCTGTCCACCAGTGCTT
*Col3a1*	TCCTAACCAAGGCTGCAAGATGGA	ACCAGAATCTGTCCACCAGTGCTT
*Acta2*	ATTGTGCTGGACTCTGGAGATGGT	TGATGTCACGGACAATCTCACGCT
*Hprt*	TGATCAGTCAACGGGGGACA	TTCGAGAGGTCCTTTTCACCA
IL33**	CCACAGCAAAGTGGAAGAACACAGCA	GGTGGTTTCTCTCCTAAAGTAACAGGCCT
*COL3A1*	GCTCTGCTTCATCCCACTATTA	CTGGCTTCCAGACATCTCTATC
*COL5A1*	GACTGCCAGATTTGGACACTAT	GGATGACCTTTACGAGGCTTAC
*FBL5*	CCACTCTCAGCTCCAAACTATC	CTCGTCCACATCCACACATT
*TAGLN*	CCAGACTGTTGACCTCTTTGA	CGGTAGTGCCCATCATTCTT
*ACTA2*	GACCGAATGCAGAAGGAGAT	CACCGATCCAGACAGAGTATTT
*HPRT*	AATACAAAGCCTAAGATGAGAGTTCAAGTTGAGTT	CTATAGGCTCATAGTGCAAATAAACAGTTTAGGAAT

*Italicized lower-case characters for mouse genes.

**Italicized upper-case characters for human genes.

### Gene expression profiling

Total RNA (500 ng) from each sample of UUO tissue or cultured fibroblasts was amplified and labeled using the Illumina Total Prep 96 RNA Amp Kit. The quality and size distribution of labeled cRNA was assessed using the NanoDrop Spectrophotometer and the 2100 Bioanalyzer (Agilent), before 750 ng of biotin-labeled cRNA was hybridized to the Illumina MouseRef-8 v2 Expression BeadChip or the HumanHT-12 v4 Expression BeadChip. Microarrays were performed at Norwegian Genomics Consortium in Oslo, Norway. The microarray data sets have been deposited as a super series in National Center for Biotechnology Information GEO (Gene Expression Omnibus) and are accessible through the accession number GSE149918.

Array data were first imported to R/Bioconductor (RCoreTeam, 2016) using the beadarray package^19^, and differentially expressed genes were identified using the limma package^20^. Principal component analysis (PCA) and 3-D PCA plots were performed in MATLAB statistics toolbox. Gene ontology analysis was performed using functional annotation clustering in DAVID^21^. Gene Set enrichment analysis was performed using the GSEA software^22^ and the HALLMARK gene set collection provided by the Molecular Signature Database (http://www.broad.mit.edu/gsea/). The GSEA signatures used for analysis of the fibroblast phenotypes were custom made from a recently published dataset^23^ and consisted of the top differentially expressed genes between myofibroblastic and inflammatory (500 genes), myofibroblastic and quiescent (350 genes), inflammatory and myofibroblastic (500 genes), and inflammatory and quiescent (500 genes) phenotypes.

### Immunohisto/cytochemistry

Tissue samples were fixed overnight in formalin 10%, washed in phosphate buffered saline (PBS), dehydrated and embedded in paraffin. Tissue sections were deparaffinized with xylene, rehydrated in graded alcohol and antigen-retrieved by boiling in 10 mM Tris–EDTA Target Retrieval solution (pH 9, 20 min; Dako-Agilent, Santa Clara, CA). Pretreatment was made by incubating the sections with Peroxidase Blocking solution (5 min at RT, Dako-Agilent, Santa Clara, CA). Primary antibodies to CD31 (RB10333, Thermo), COL1 (Ab34710, Abcam), IL-33 (AD3626, R&D Systems), ACTA2 (M0851, Dako) or IL-6 (D5W4V, Cell Signaling, Danvers, MA) were diluted in Discovery Ab Diluent (Ventana Medical Systems-Roche, CA) and incubated 1 h at RT followed by incubation with secondary antibody according to detection kit’s instructions: Mouse-on-Mouse HRP-Polymer (10 min at RT), or Rabbit-on-Rodent HRP-Polymer (30 min at RT) or Goat-on-Rodent HRP-Polymer Detection kit (Biocare Medical, Pacheco, CA) and subsequently incubation with EnVision Flex DAB + Chromogen (5 min at RT; Dako-Agilent, Santa Clara, CA). Specimens were counterstained in Shandon Instant Hematoxylin (30 s, Thermo Scientific, UK), dehydrated and mounted in Pertex mounting medium (HistoLab, Norway).

IL-6-positive cells were enumerated by selecting 3 high-power visual fields with the highest density in each animal and plotting average count per high-power field. Enumeration was performed by one blinded observer (CH).

### Western blot analysis

Cultured fibroblasts were washed in PBS and lysed in Tris–HCl buffer (pH 6.8) containing SDS (2.5%), glycerol (10%), 100 mM 2-mercaptoethanol (Sigma, St Louis, MO), Protease Inhibitor Cocktail (Roche) and phosphatase inhibitor sodium orthovanadate (2 nM, Sigma-Aldrich). Samples were passed through a QIAshredder column (Qiagen) at 10,000 rpm for 5 min, boiled for 5 min and separated on a 10% or a 4–20% Mini-PROTEAN TGX Precast Gel (both from Bio-Rad) depending on the molecular weight of target proteins. Gels were run for 15–25 min at 300 V before blotting to nitrocellulose membranes using the Trans-Blot Turbo Transfer System and Turbo blotter (both from Bio-Rad) and blocking with 5% Blotting-Grade Blocker (Bio-Rad). Primary antibodies to COL3A1 (NB600-594, NovusBio), COL5A1 (NBP1-19633, NovusBio), IL33 (Alx-804-840-0000, Enzo), TAGLN (Ab14106, Abcam) or TUBB (loading control, Ab6046, Abcam) were incubated over night at 4 °C. After the incubation of appropriate secondary horseradish peroxidase-conjugated antibody for 2 h at RT, the protein bands on the membrane were detected with Pierce SuperSignal West Dura Extended Duration Substrate (Thermo Fischer Scientific) and visualized using a ChemiDoc MP System (Bio-Rad).

### Statistics

Data from both in vivo and in vitro experiments were analyzed with Prism v7 (GraphPad), using the Mann–Whitney *U* non-parametric test to analyze differences between groups or *t* test if n > 5. P values lower than 0.05 were considered statistically significant. Data from UUO experiments show values from single animals (plotted as mean values of technical duplicates) and the mean ± SEM of each experimental group. In vitro experiments are shown with mean values of technical triplicates and mean ± SEM of independent experiments.

## Supplementary Information

Supplementary Information.

## Data Availability

The microarray data sets have been deposited as a super series in National Center for Biotechnology Information GEO (Gene Expression Omnibus) and are accessible through the accession number GSE149918.

# Supplementary material for: Nuclear IL-33 restrains the early conversion of fibroblasts to an extracellular matrix-secreting phenotype
**Source:** Sci Rep. 2021 Jan 8;11:108. doi: 10.1038/s41598-020-80509-5
**Supplement:** Supplementary file 1 — Supplementary Information.

# **Nuclear IL-33 restrains the early conversion of fibroblasts to an extracellular matrix-secreting phenotype**

Francesca Gatti<sup>1,2#</sup>, Sobuj Mia<sup>1,2#</sup>, Clara Hammarström<sup>1,2</sup>, Nadine Frerker<sup>1,2</sup>, Bjarte Fosby<sup>3</sup>, Junbai Wang<sup>1</sup>, Wojciech Pietka<sup>1,2</sup>, Olav Sundnes<sup>1,2</sup>, Johanna Hol<sup>1,2</sup>, Monika Kasprzycka<sup>1,2</sup>, and Guttorm Haraldsen<sup>1,2\*</sup>

*#These authors contributed equally to the study.*

Number of figures: 7

Number of tables: 5

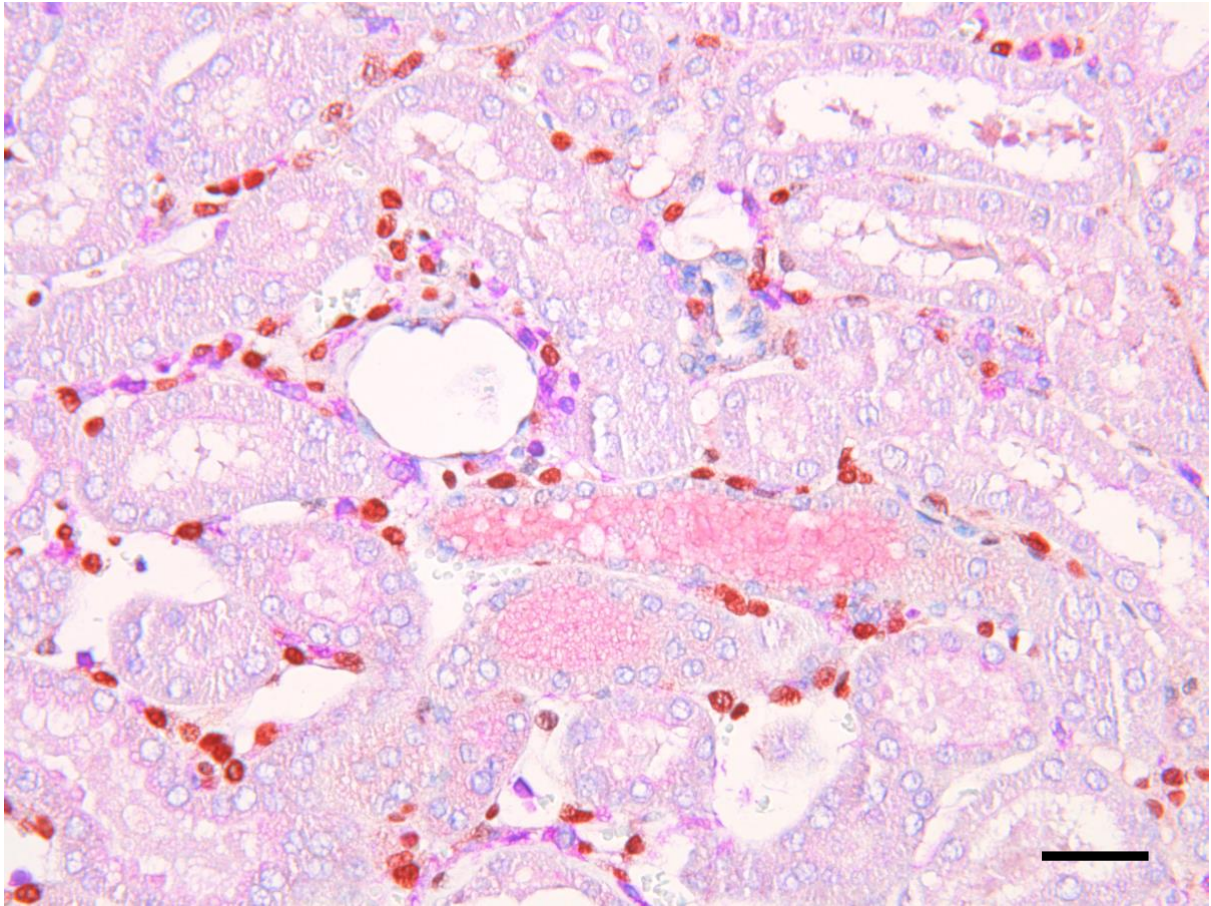

*Figure S1. Expression of IL-33 and CD45 in day 2 post-UUO of mouse kidney.*

Representative photomicrograph of tissue sections stained for IL-33 (brown signal) and CD45 (purple) in kidney from a mouse subjected to UUO 2 days. Scale bar = 50µm.

**A**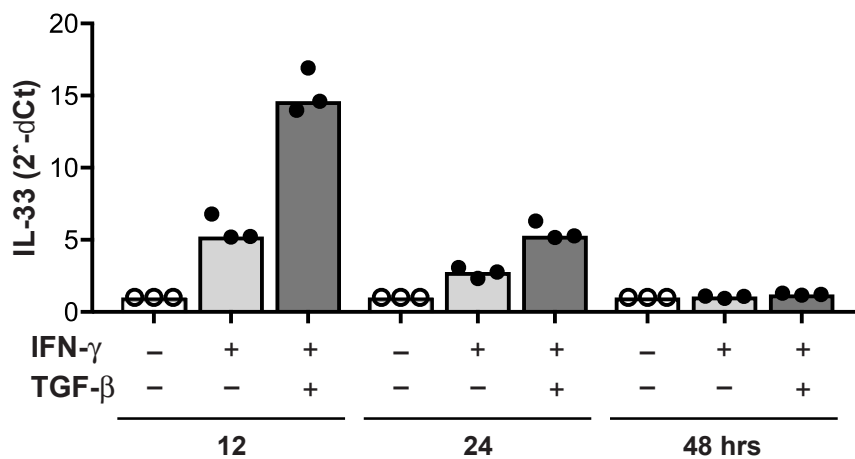**B**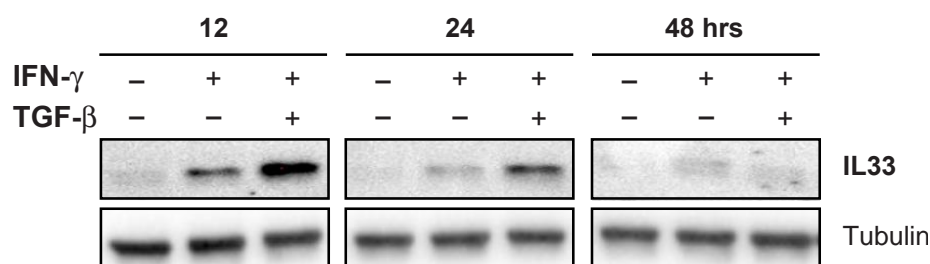

Figure S2. Expression of IL-33 in cultured human fibroblasts. IL-33 mRNA (A) and protein (B) expression was measured after 12, 24, and 48 h exposure to IFN- $\gamma$  alone or in combination with TGF- $\beta$ , by RT-qPCR or western blot, respectively. Individual data point (A) show mean values of technical triplicates from 3 independent experiments, whereas (B) shows one representative immunoblots of at least 3 independent experiments.

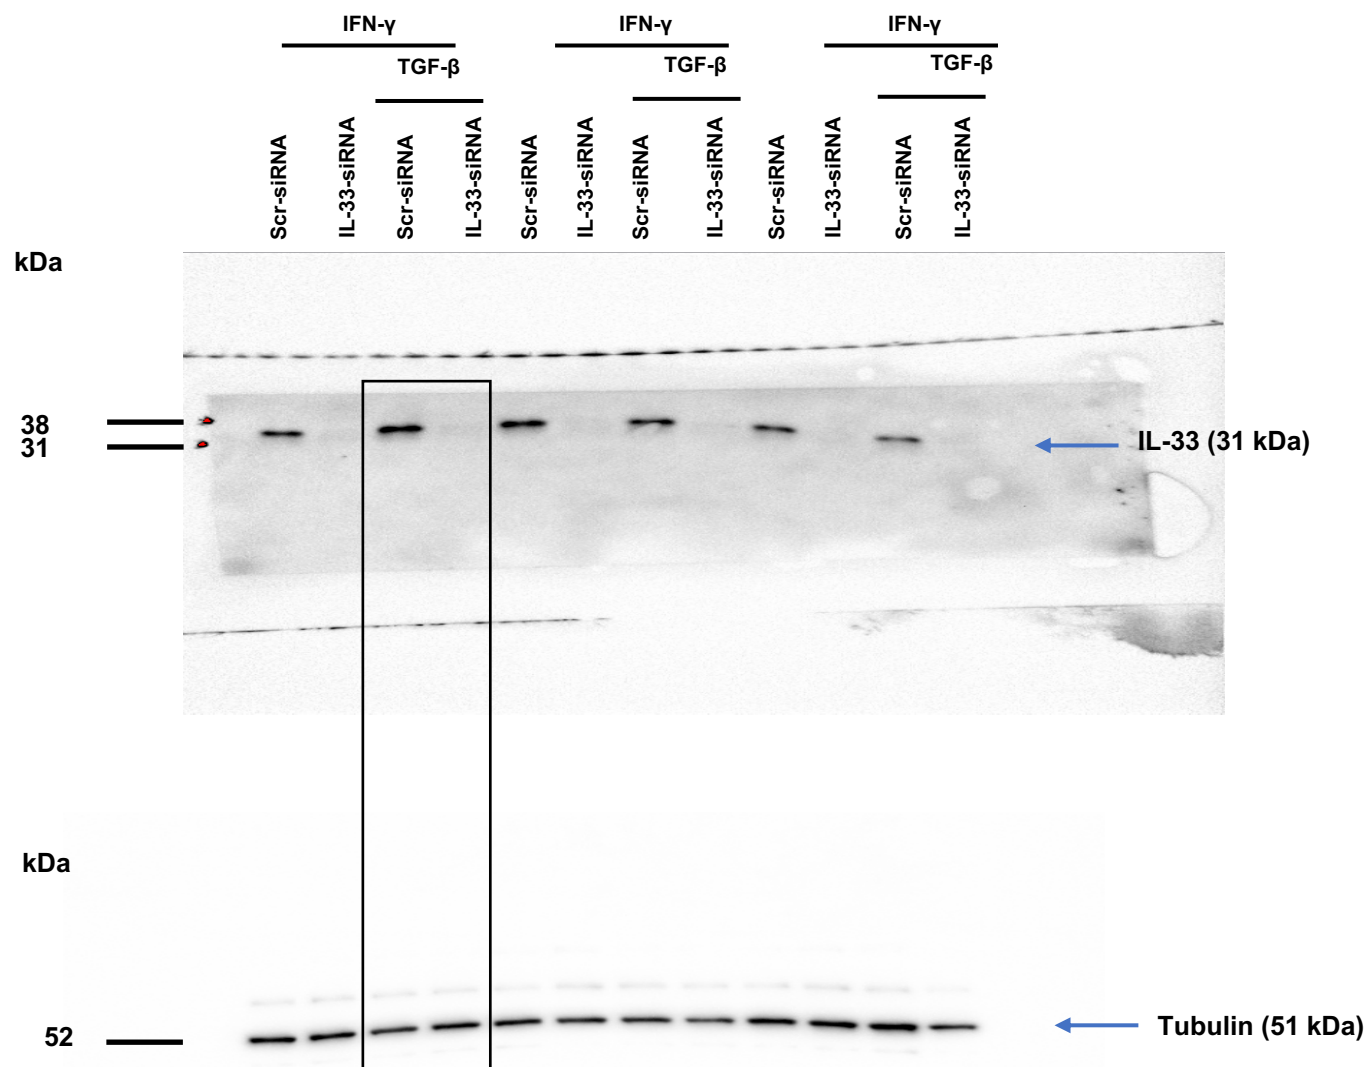

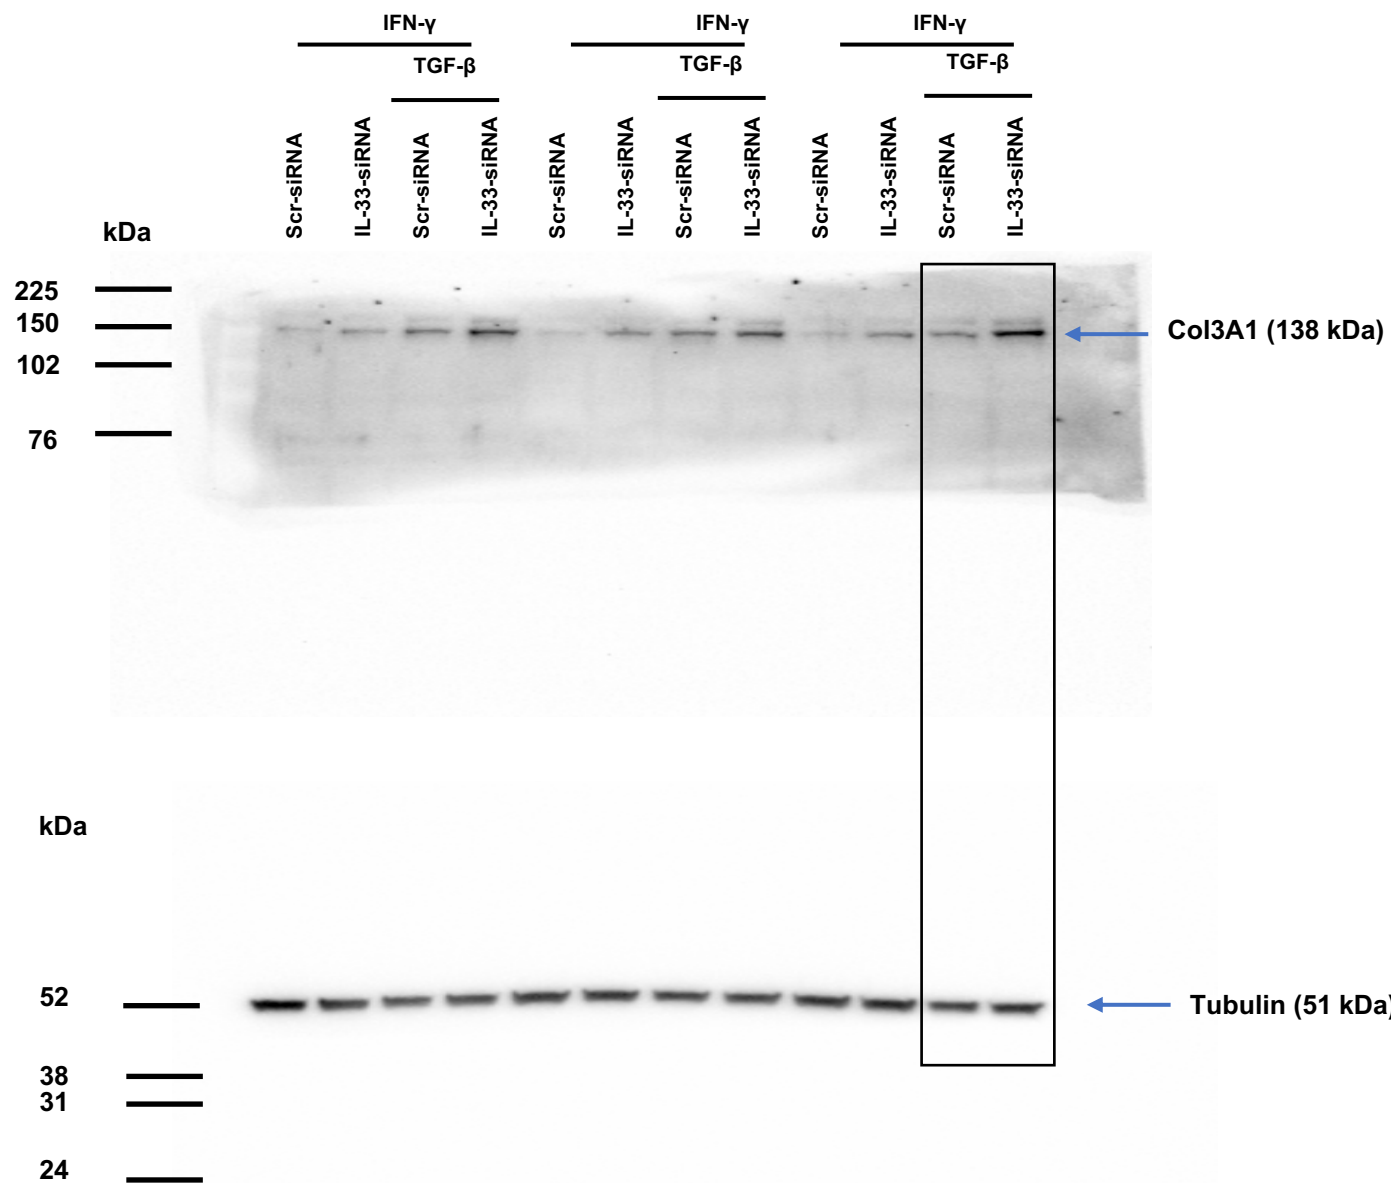

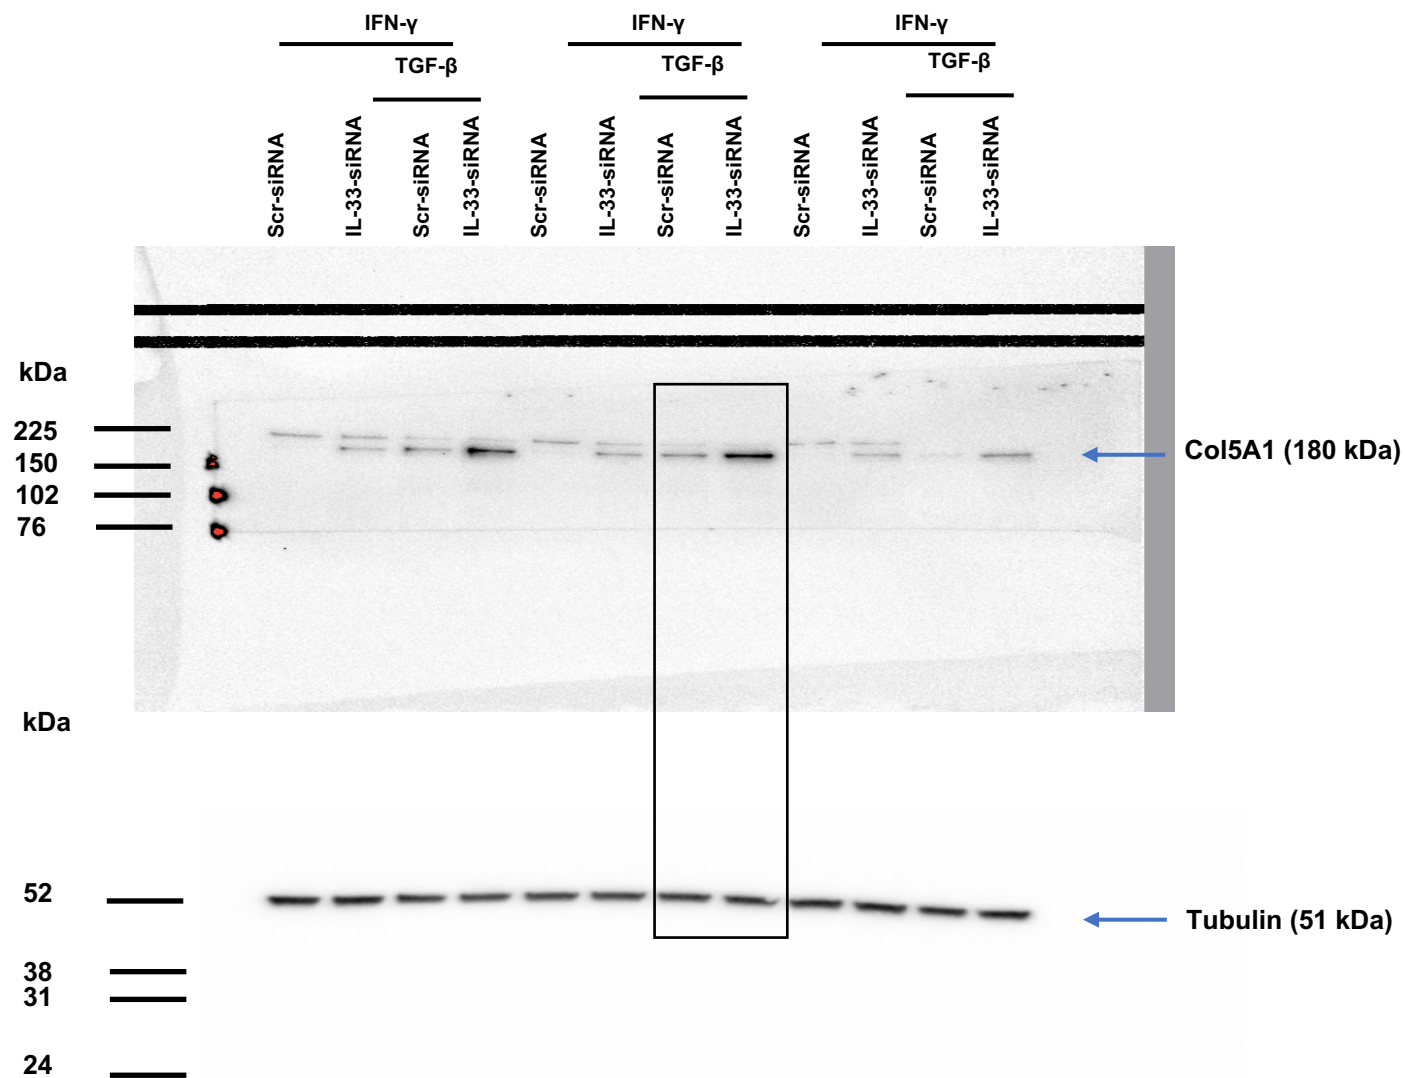

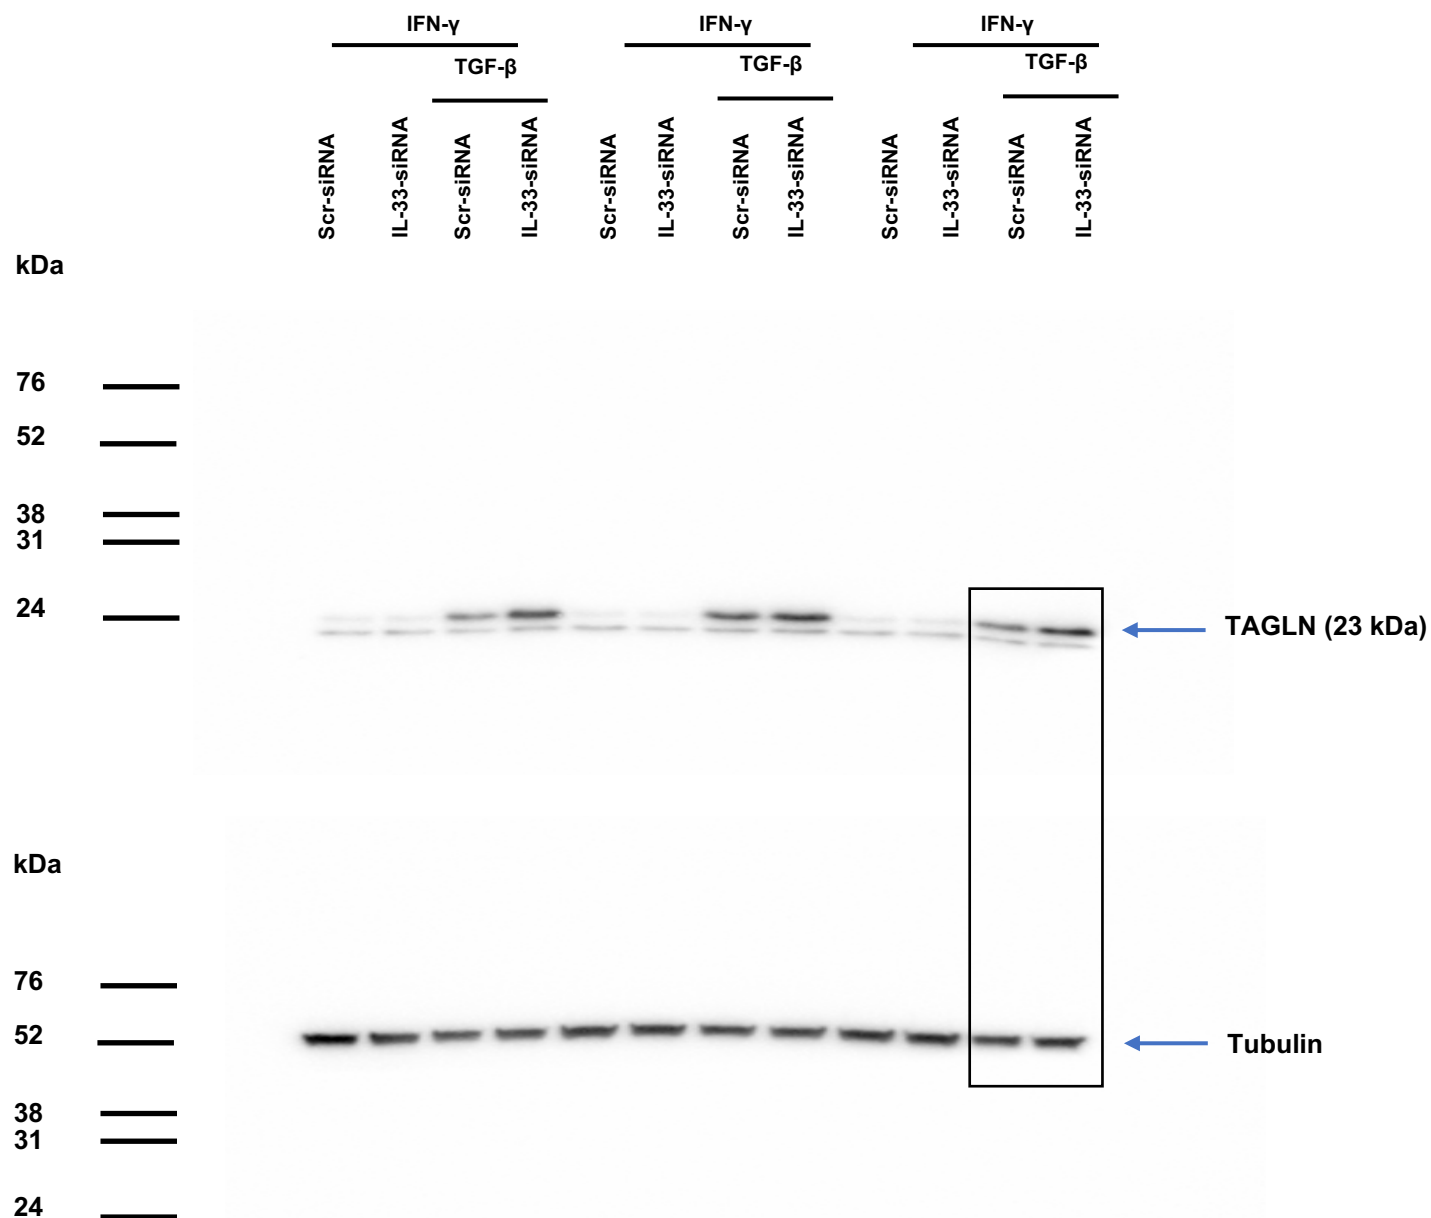

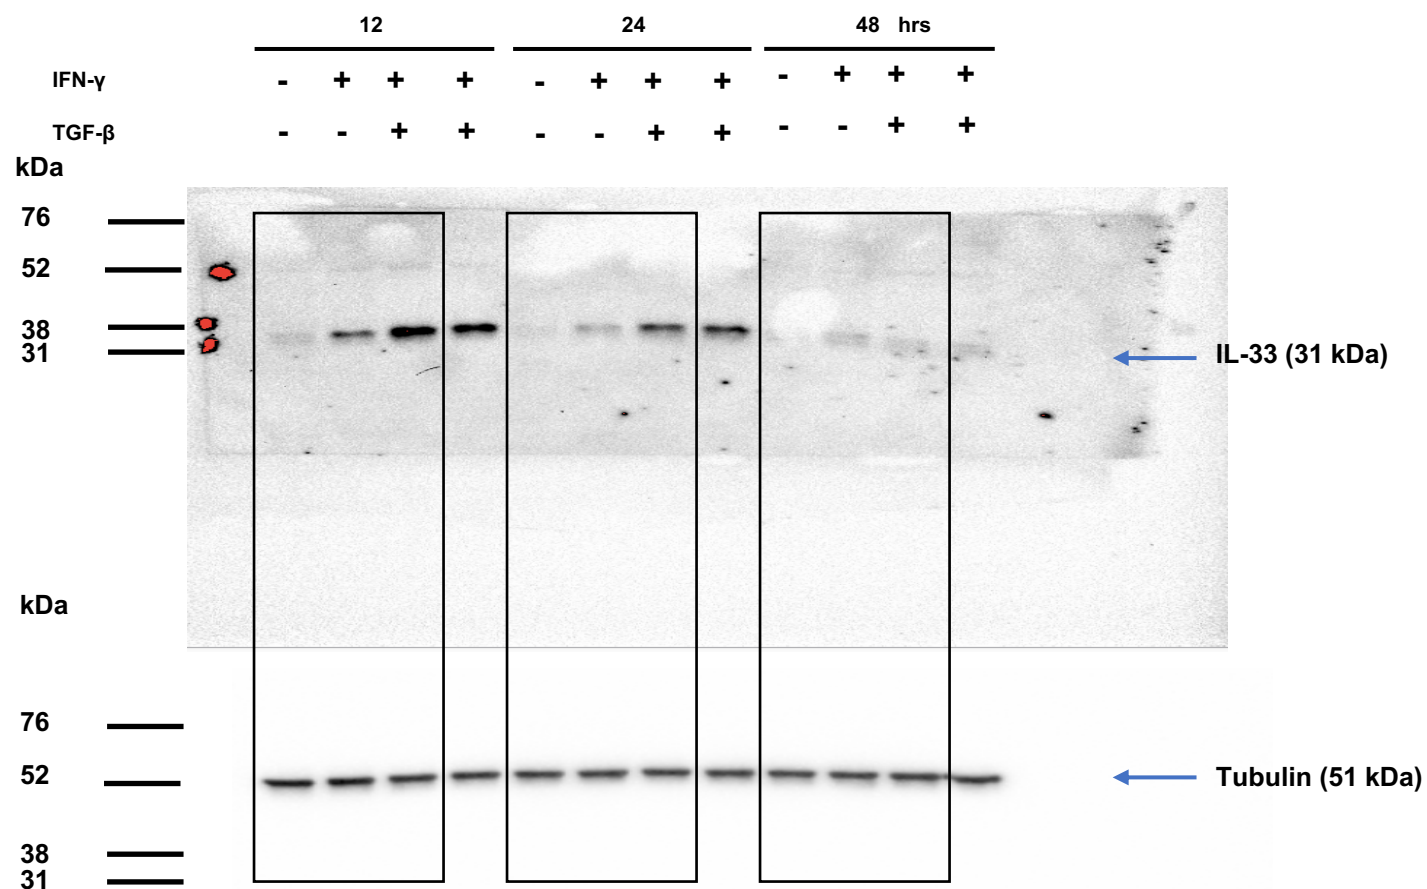

**Table S1: Differentially regulated\* probes in the contrast IL-33 KO vs WT on day 1 after unilateral ureteral obstruction**

\* *Threshold  $fdr < 0.25$ , fold change  $> 1.3$*

*The probes detect 89 unique genes, including Il33.*

**Table S2: Gene Ontology analysis of Differentially regulated genes\* in the contrast IL-33 KO vs WT on day 1 after unilateral ureteral obstruction**

*\* Differentially regulated probes are listed in table S1.*

**Table S3: Differentially regulated\* probes in human fibroblasts treated with siRNA targeting IL-33 compared to fibroblasts treated with scrambled siRNA**

\* Threshold adjusted  $p$ -value<0,05, fold change>1,5

**Table S4: Gene Ontology analysis of Differentially regulated genes\* in the contrast silL33-treated vs SCR-treated fibroblasts**

\* Differentially regulated genes are listed in heatmap in Figure 5F.

**Table S5: Gene Set Enrichment Analysis report for the contrast siIL33-treated vs SCR-treated fibroblasts, using fibroblast phenotype gene sets**

*Threshold  $p < 0,05$  and false discovery rate 25%*

How the deposited data were processed for this re-analysis (not part of the article)

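Kidney RNA from WT and IL-33-deficient mice, 24 h after UUO or untreated, was measured on Illumina BeadChips, 1 array per kidney. 16 arrays were mapped to their genotype, treatment and set of mice from the sample labels: 7 WT and 5 IL-33-deficient kidneys after UUO, and 2 WT and 2 IL-33-deficient controls. Arrays are named here by the number in their label. The paper reports no arrays of control kidneys, and the human fibroblast arrays were not analysed here.

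The authors imported the arrays with the beadarray package and deposited linear intensities, 1 per gene, for 18132 genes and 16 arrays with no missing value. The background correction, the normalization and the rule that joins several probes of a gene into 1 intensity are not given in the paper's methods. Array medians lay between 132 and 133, and values of the same rank differed between arrays by a median of 0.706% and at most 9.11%, so the authors' values had already been made alike between arrays. An intensity of about 95, the lowest in the table, is background and not a true zero, which compresses the fold changes of dim genes. The table holds no detection p-values, so no gene was removed by detection. Probes had been planned as the unit, and the table holds genes, so genes were counted. All columns of values were used. Symbols are those of the deposited table, and 14305 of them matched a RefSeq symbol and 2977 more a synonym in the annotation of GRCm38.p6.

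From there the intensities were quantile-normalized over the 16 arrays and taken to log2. Groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over all genes. The paper's threshold, an unadjusted p under 0.05, an adjusted p under 0.25 and a fold change above 1.3, was applied to IL-33-deficient against WT kidneys after UUO over the 12 UUO arrays, and an adjusted p of 0.05 elsewhere. The response to UUO, the difference between the genotypes in that response and the difference between control kidneys came from one model over the 4 groups of 16 arrays. Exact two-sided permutation tests counted the splits of 12 arrays into 5 and 7, 792 in all, with at least as large a difference of means, and exact Mann-Whitney tests used the same arrays. Principal components, permutations and correlations were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. The Fisher discriminant and the number of 200 genes follow the paper, whose MATLAB code was not used here. The paper calls its 200 genes the top 5%, so its pool held about 4000, formed in a way it does not describe, while the 200 here came from all 18132. Pools of the 4000 brightest and the 4000 most variable genes were added after the data were seen. Gene families were set by symbol (36 collagens, 55 serpins, 73 cytochromes P450, 15 solute carriers of family 22) and tested with camera and fry of limma. These 4 families were chosen after the data were seen. Other groupings of the arrays were counted over 100 splits where more were possible.

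The extent of the response of a kidney was its difference from the mean of the controls of its genotype, projected on the response to UUO measured in the other genotype, over the genes called there at an adjusted p of 0.05. It is 0 for the control mean and 1 for the mean response of the other genotype.

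The genes named follow a rule set before the data were examined: Il33, the genes the paper's results name for these arrays, the members of Table S1 that belong by symbol to the matrix, serpin and cytochrome P450 families and to solute carrier family 22, Gldc, and the 3 largest rises and 3 largest falls among the genes of Table S1. Other genes are named with a statement that they were chosen after their values were seen. Table S1 prints 100 probes with 89 symbols, the number of genes its own note gives, while the paper's text gives 134 and 46 probes. Of the symbols, 83 were matched to the deposited table. A synonym was used only where it belongs to 1 gene, so 6 symbols stayed unmatched and out of the ranking, among them Slc22a19, Aoc1, the largest rise printed, and Ces1d, the largest fall printed after Il33.

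The methods were tested on simulated arrays in which 200 of 18132 genes were changed by a log2 of 1. At the paper's threshold 99.0% of them were recovered for 5 against 7 arrays and 98.0% for set 2 alone, and at an adjusted p of 0.05 the interaction recovered 92.0% and the comparison of control kidneys 94.0%. The simulated noise was independent between genes, whereas real kidneys also differ in ways that many genes share. A log2 of 1 is also larger than most changes printed in Table S1, and Col1a2 and Col3a1 differed here by 0.50 and 0.52. Recovery of changes of that size was not simulated, so these percentages do not apply to them.

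The alternatives fixed along with that rule were the set of mice as a block, a second quantile normalization, median centring, a trend of the prior variance, array weights, the brighter genes alone, the 4 groups in one model, each set alone, the 5 IL-33-deficient arrays against the 4 WT arrays of set 2, other fold change minimums, other numbers of genes in the principal component analysis, and each array left out in turn. The fit to the 9 arrays of the paper was not run, since they could not be told from Table S1.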

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

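The tests of explanations in this part were all chosen after the results were seen, except the comparison of the 2 sets of WT arrays. The comparisons of UUO with control kidneys were planned.

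In 44 groups of kidneys, the values of 21 genes and the extent of the response to UUO were searched for an array far from the others of its group. 4 groups held one, where chance alone gives about 1 in 20. All 4 cases lie in set 1.

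Il33 was at 8.39 in WT replicate 3818, below the other 6 WT kidneys after UUO, which lay between 9.10 and 9.57. An IL-33-deficient kidney under a WT label is argued against by this value itself, 8.39, since no IL-33-deficient kidney after UUO exceeded 7.02. The extent of the response to UUO of this kidney was 0.57, below that of 5 other WT kidneys, so a weaker response could have lowered Il33. WT replicate 3820 had a still weaker response of 0.37 with Il33 at 9.10, and with 2 such kidneys the explanation stays open. A difference between mice of one genotype was not tested.

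Serpina10 was at 9.43 and Cyp2j13 at 10.38 in WT replicate 3820, the lowest and the highest of the 7 WT kidneys after UUO. Serpina10 rises and Cyp2j13 falls after UUO, so both values lie toward the controls. Over 3955 genes, the extent of the response of this kidney was 0.37, the lowest of the WT kidneys, which range up to 0.95, so a weaker response of the whole kidney would give both values. A control kidney under a UUO label is argued against by the same extent, 0.37, since control kidneys lie at 0 on average, and by Havcr1, an injury gene chosen after its values were seen, at 10.42 against 7.22 to 7.24 in WT controls and 12.84 to 13.95 in the other WT kidneys. An IL-33-deficient kidney under a WT label is argued against by Il33 at 9.10. A dimmer array would treat genes of one brightness alike, whether UUO lowers or raises them, a difference that normalization does not fix. It is argued against by the genes called for UUO in IL-33-deficient kidneys, split by brightness into 10 classes of equal size. In 10 of 10, the genes that fall lay higher in this kidney than the genes that rise, each measured from the mean of the other WT kidneys, by a median log2 of 0.49, from 0.11 in the dimmest class to 0.67 in the brightest. Whether the obstruction, the piece of kidney taken or the mouse differed was not tested.

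Gldc was at 9.61 in IL-33-deficient replicate 3821, above the other 4 at 9.37 to 9.44. A WT kidney under an IL-33-deficient label is argued against by Il33 at 6.88, and a weaker response by its extent of 1.23, above the median of its group. The gap of this array to the next is small beside the range of Gldc among WT kidneys, from 9.68 to 12.16, and no biological explanation was tested.

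The paper reports no arrays of control kidneys. Against them, 2754 genes passed an adjusted p of 0.05 after UUO in WT kidneys (1491 lower, 1263 higher) and 3955 in IL-33-deficient kidneys (2039 lower, 1916 higher), from limma. Il33 rose in WT kidneys by a log2 of 1.43 (standard error 0.22, adjusted p = 8.2e-04), and it was higher in 7 of 7 kidneys than in both controls. Without control replicate 3811 the WT count was 1051 and without 3812 it was 809, and without control replicate 3813 or 3814 the count in IL-33-deficient kidneys was 2276 or 2575. In set 1 alone the WT count was 188 and that in IL-33-deficient kidneys 2258. The set of the control arrays is not stated, so a batch difference between control and UUO arrays could add to these counts. Between the 2 sets of kidneys after UUO, the mean of 23 genes differed by a log2 of over 1 in WT and of 4 genes in IL-33-deficient kidneys, while 243 genes differed by that much between WT controls and the WT kidneys of set 1 and 470 between WT controls and those of set 2. A batch difference of the size seen between the sets therefore cannot account for most of the large changes. Havcr1 lay between 7.07 and 7.37 in the 4 controls and between 10.42 and 13.95 in the 12 kidneys after UUO, and Lcn2 between 7.44 and 7.64 and between 11.81 and 13.70, both named after their values were seen. For the large changes this leaves the UUO procedure as the hypothesis. The control kidneys were untreated and not sham-operated. The anaesthesia, the incision and the analgesic given with UUO therefore cannot be told apart from the obstruction itself. For smaller changes a batch difference cannot be told apart from the procedure either. The 2 sets of WT kidneys differed at 1 gene at an adjusted p of 0.05 from limma, but at 1049 genes without WT replicate 3819.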

How the results depend on the processing

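The deposited values without further normalization, the 4 gene families under every setting, the pools of 4000 genes, and leaving out arrays in the principal component analysis, the correlation and the comparison of the sets were chosen after the data were seen, as were all counts of splits except those for the 12 arrays at the paper's threshold, the principal components and the correlation. A second quantile normalization changes nothing by construction and says nothing about stability.

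The number of genes past the paper's threshold between IL-33-deficient and WT kidneys after UUO, 2 over the 12 arrays, moved by more than 1.5 times under 20 of its 25 alternatives, more than any other count. It was 2 with the deposited values as they are, with median centring and with a fold change above 1.5, and 3 with a trend of the prior variance. It was 1 with the set as a block, 4 without a fold change minimum, 80 with array weights (63 lower, 17 higher), 127 with the 4 groups in one model (93 lower, 34 higher), 164 among the 9066 brighter genes (120 lower, 44 higher), 0 in set 1 alone, 81 in set 2 alone (56 lower, 25 higher) and 226 with the 5 IL-33-deficient arrays against the 4 WT arrays of set 2 (163 lower, 63 higher). With 1 array left out it ranged from 1 to 309. It was 309 without WT replicate 3819, 31 without 3820, 6 without 3818, 94 without IL-33-deficient replicate 3899, and 1 (Il33) without any other. The 83 genes of Table S1 had a median adjusted p of 0.320, where the limit is 0.25. Over the 12 arrays 75 of the 83 changed by more than Table S1 prints for a probe of the gene, and in set 2 alone 17 did. A smaller change than printed therefore does not account for most of the missed limits over the 12 arrays. The cause of the changes in the count was not tested. Array weights were lowest for WT replicates 3820 (0.431) and 3818 (0.638).

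Of 100 splits of the 12 arrays into 5 and 7, the real one included, 6 gave at least 2 genes past the paper's threshold, so chance cannot be excluded for this count. In the real split 1 of the 2 was Il33, the deleted gene, whose difference follows from the design. The split by set of mice gave 31 genes, more than the genotype, and the genotype with the set as a block gave 1. At an adjusted p of 0.05 the split by set gave 0 genes and the genotype 1. In set 2 alone, 1 of 35 splits gave as many as 81 genes, the fewest this design can give, with 72 in the next split. With the 5 IL-33-deficient arrays against the 4 WT arrays of set 2, 2 of 100 splits gave as many as 226, the other split 278. Both settings were planned, but of all alternatives these 2 alone had their splits counted, after their numbers of genes were seen, so chance is not excluded for either. The latter compares 2 sets with 1 and mixes set with genotype.

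At an adjusted p of 0.05 the count was 1 (Il33), a number that 1 of 100 splits reached, the real one. Il33 is the deleted gene, so its call in the real split follows from the design and tells nothing about other genes. The count was 2 with array weights (Il33 and Acta2) and 0 in set 1 alone, where limma gave 1081 genes at an unadjusted p under 0.05. It was 7 in set 2 alone (Il33, Acta2 and Col3a1 among them) and 28 with the 5 IL-33-deficient arrays against the 4 WT arrays of set 2. With 1 array left out it ranged from 1 to 2, the second gene being Unc45a without WT replicate 3895, named after its value was seen. The cause was not tested.

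The direction of the 21 named genes was the same under all 525 alternatives, and 132 of these changed the side of the paper's threshold. Some of the 525 could not change a direction, because they leave the fold change as it is by construction. Among them were the second quantile normalization, the trend of the prior variance, the brighter genes alone and all groups in one model. The paper had also picked these genes from the same kidneys, so the count of 525 overstates how far the directions were tested. Exact permutation and exact Mann-Whitney tests, adjusted over all genes, gave 0 genes at an adjusted p under 0.25 (smallest 0.421 and 0.333) and cannot go below an unadjusted p of 0.00126 and 0.00253 for 5 against 7. At an unadjusted p under 0.05, the permutation test gave 1742 genes.

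After UUO against control, the count in WT kidneys, 2754, was 188 with the UUO arrays of set 1 alone and 4241 with those of set 2 alone, and from 809 to 3578 with 1 array left out. In IL-33-deficient kidneys, 3955 became 2258 in set 1 alone and ranged from 2276 to 4294 with 1 array left out. The lowest counts came from leaving out control replicates 3811 (1051), 3812 (809), 3813 (2276) and 3814 (2575), which leaves 1 control whose spread is taken to be that of the other groups. The difference between the genotypes in the response to UUO gave 0 genes at an adjusted p of 0.05 from limma (860 at an unadjusted p under 0.05), 2 with the UUO arrays of set 2 alone (Il33 and Gpd2, named after its value was seen), and from 0 to 1 with 1 array left out (Il33 without WT replicate 3818). The cause was not tested. Control kidneys of the genotypes differed at 0 genes under every alternative run, with 664 at an unadjusted p under 0.05 from limma.

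The sets of WT kidneys after UUO differed at 1 gene (Vapa, named after its value was seen), a number that 1 of 35 splits reached, the fewest this design can give. The sets of IL-33-deficient kidneys differed at 8, and with 1 WT array left out the count ranged from 0 to 1049. It was 1049 without WT replicate 3819, 1 without 3893 and 0 without any of the other 5. The cause was not tested.

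The share of the genotypes in the principal components, 0.703, which 75 of 100 splits reached, was reached by fewer than 5 of 100 splits with 100 genes (0.812) and with all genes (0.236), and by 1 of 100 without WT replicate 3818. With 400 genes (0.640) 83 of 100 reached it, and from 9 to 95 of 100 without any other array. The paper's top 5% makes a pool of 4000 genes. Of the 4000 most variable genes 200 gave 0.628, reached by 4 of 100 splits, and of the 4000 brightest 0.582, reached by 6, so whether chance is excluded depends on the pool. With 1 array left out it ranged from 0.714 to 0.825. The rank correlation of the genotype effect with the effect of UUO stayed positive and was matched by other splits under all 15 alternatives.

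The median of the collagens, 0.00554, turned to -0.00147 with array weights and ranged from -0.00172 (without WT replicate 3894) to 0.0117 with 1 array left out. The median of the serpins, -0.00444, turned to 0.00979 in set 2 alone, to 0.00770 with the 5 IL-33-deficient arrays against the 4 WT arrays of set 2, and ranged from -0.0114 to 0.00103 (without IL-33-deficient replicate 3898) with 1 array left out. Among the brighter genes the median of the collagens was 0.18 and kept its direction, with an adjusted p of 0.0894 under camera and 0.0482 under fry. The cause was not tested. The cytochromes P450 and solute carriers of family 22 kept their direction and their camera call under all 22 alternatives each. With 1 array left out the median of the cytochromes P450, -0.0323, ranged from -0.0381 to -0.0194 (without IL-33-deficient replicate 3822). Set 1 alone gave -0.0699, set 2 alone -0.00988 and the brighter genes -0.328. The median of the solute carriers, -0.364, ranged from -0.430 to -0.237 (without WT replicate 3820) with 1 array left out. Set 1 alone gave -0.445, set 2 alone -0.204 and the brighter genes -0.422. As small a camera p arose in 30 of 100 splits for collagens, 48 for serpins, 13 for cytochromes P450 and 2 for solute carriers of family 22, so chance is not excluded for the first 3. The last is 1 of 4 families chosen after the data were seen, with an adjusted p of 0.120 under fry, so for it too chance is not excluded.

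No paired analysis was possible because each kidney carries its own number in the labels. The deposited table gives no detection p-values, so signal over background limits dim genes in a way that was not measured.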

Differences from the paper's values

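The paper's text gives 134 probes lower and 46 higher in IL-33-deficient kidneys at its threshold. Over the 12 UUO arrays, 1 gene was lower and 1 higher. The paper counts probes and the deposited table holds genes, and the paper's contrast had 4 WT arrays where 7 were mapped. Of the alternatives set before the data were examined, 3 gave both counts within 1.5 times the paper's: the brighter genes alone (120 lower, 44 higher), the 4 groups in one model (93 lower, 34 higher) and the 5 IL-33-deficient arrays against the 4 WT arrays of set 2 (163 lower, 63 higher). All the others remained apart, the second quantile normalization, median centring, the set as a block, the trend, array weights, each set alone, other fold change minimums and each array left out in turn. The deposited values without further normalization, chosen after the values were seen, remained apart too. Table S1 itself prints 74 probes lower and 26 higher, fewer than the text. Both of its counts were within 1.5 times in set 2 alone (56 lower, 25 higher), with the 4 groups in one model (93 lower, 34 higher) and without IL-33-deficient replicate 3899 (66 lower, 28 higher), and under no other setting.

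The paper's 4 WT arrays stand against 7 under every setting that uses all arrays of the labels. The set of 2 that holds 4 WT arrays is set 2.

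For 1 of 26 probes compared with Table S1, the values differed by more than the spread between kidneys. The paper's log2 fold change for one of its Acta2 probes is 0.46, and that of the Acta2 gene was 0.67. The other 3 Acta2 probes of Table S1 lie closer. The difference was within the spread with median centring, in set 1 alone and without WT replicate 3820, 3892 or 3894 or IL-33-deficient replicate 3899, and not under the other alternatives set before the data were examined.

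Table S1 prints a t of 14.98 for the Il33 probe beside a log2 fold change of -2.36, 2 values of opposite sign. It is the only probe of the 100 printed for which they differ.

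The paper lists Col1a1, Col1a2 and Col3a1 among the probes higher at its threshold. Over the 12 arrays each had an adjusted p of 0.311 from limma, outside the threshold. All 3 passed with array weights, the brighter genes alone, the 4 groups in one model, and without WT replicate 3819 or 3820. Col1a1 alone of the 3 passed in set 2 alone and with the 5 IL-33-deficient arrays against the 4 WT arrays of set 2, and Col3a1 missed only the fold change above 1.3 in both (log2 fold change 0.36, adjusted p = 0.0434, and 0.38, adjusted p = 0.0960). Col1a1 and Col1a2 passed without IL-33-deficient replicate 3899. Named genes of Table S1 other than Il33, Acta2 and these 3 passed under these settings and no others that were run, a different number of them under each.

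The paper describes a clear separation of the genotypes in its principal components. The separation over the 12 arrays, 0.703, was reached by 75 of 100 splits when the genes were chosen anew for each. The paper's 200 genes were the top 5%, of a pool of about 4000 that it does not describe, and here they were 200 of 18132. Within the 4000 brightest genes 6 of 100 splits reached the separation, 0.582, and within the 4000 most variable 4 of 100 reached it, 0.628.

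The paper reports an enrichment of protease inhibitor terms among higher genes. Of the 55 serpins, 24 were higher and 31 lower, and of the 2 serpins in Table S1, Serpina10 was higher and Serpinf2 lower. Of the 36 collagens, 20 were higher and 16 lower. These counts take every gene of a family, dim ones included, where the paper's terms rest on its called genes, so the 2 are not alike. Among the brighter genes 11 of 19 collagens were higher and 8 lower, with a median log2 fold change of 0.18 and an adjusted p of 0.0894 under camera and 0.0482 under fry. Of the 19 brighter serpins 9 were higher and 10 lower.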

Other observations

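The extent of the response, the pools of 4000 genes, the neighbours of Il33 and the genes outside the naming rule were chosen after the values were seen, while the tests of the correlation, of Gldc between control kidneys and of the choice of genes were planned.

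The separation of the genotypes in a principal component analysis of 200 genes may owe much to the choice of these genes by genotype. With the choice repeated for each split, 75 of 100 splits of the 12 arrays gave as large a separation as the real one, 0.703. Within pools of 4000 genes, the size that the paper's top 5% implies, 6 of 100 splits reached the real one among the brightest (0.582) and 4 of 100 among the most variable (0.628). Without any choice of genes, 4 of 100 splits reached the real separation of 0.236, so a difference between the genotypes beyond the choice of genes stays open. That separation includes Il33, the deleted gene.

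A hypothesis is that IL-33-deficient kidneys lay further along the same response to UUO. The extent of the response was 1.11 to 1.25 in IL-33-deficient kidneys, measured on the WT response, and 0.37 to 0.95 in WT kidneys, measured on the IL-33-deficient response. Both ranges rest on 2 controls per genotype and on different gene sets, and their difference was not tested. In a test on separate arrays, the effect of UUO in WT kidneys of set 1 and the genotype effect in set 2 had a rank correlation of 0.112 and a Pearson correlation of 0.199 across 18132 genes, which are not independent replicates. Of 35 splits of the set 2 arrays, 8 gave as large a rank correlation. Over the 188 genes called for UUO in WT kidneys of set 1 the rank correlation was 0.0156, reached by 17 of 35 splits and the lowest under any alternative, so the hypothesis is not settled. With the sets exchanged the rank correlation was 0.451, reached by 2 of 10 splits, a design too small to exclude chance. The interaction gave 0 genes at an adjusted p of 0.05 from limma, with 860 at an unadjusted p under 0.05.

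Gldc lies close to Il33, and a chromosome segment carried along with the deleted gene could lower it in IL-33-deficient mice. Such a segment was predicted to act in untreated kidneys by a similar amount. There Gldc was at 11.24 and 11.05 in WT and at 11.07 and 11.20 in IL-33-deficient mice, a difference of -0.0120 within a range of 0.19, against -1.19 (standard error 0.34) after UUO, which argues against an effect of the segment that is present before UUO. The difference between the 2 effects was -1.18 (standard error 0.63, adjusted p = 0.973 from limma), a standard error that takes in the wider spread of the kidneys after UUO. An effect of the segment that appears only after UUO was not tested. Of the 16 genes of the deposited table within 10 places of Il33 in the RefSeq annotation of GRCm38.p6, 0 had an unadjusted p under 0.05 between control kidneys in limma and 3 had one after UUO. These were Gldc, Ermp1 (0.23 higher) and Trpd52l3 (0.17 higher, both log2), the last 2 named after their values were seen.

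In untreated kidneys Il33 was at 7.62 and 8.02 in WT and at 6.88 and 6.85 in IL-33-deficient mice, a log2 difference of -0.95 (standard error 0.28, adjusted p = 1 from limma). Acta2 rose after UUO by a log2 of 0.49 in WT and 1.54 in IL-33-deficient kidneys, and the difference between these, 1.04 (standard error 0.22), had an adjusted p of 0.832.

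The paper reports TAGLN and COL5A1 higher and IL6 and CCL7 lower in human fibroblasts after knockdown of IL-33. In kidneys after UUO it counted fewer IL-6-positive cells in IL-33-deficient than in WT mice, by immunostaining. That count is of protein, where the arrays measure RNA, and the paper's text and figure legend give different days for it. In mouse kidneys after UUO, the log2 fold change of IL-33-deficient against WT was 0.39 for Tagln (standard error 0.07, adjusted p = 0.304), 0.54 for Col5a1 (standard error 0.23, adjusted p = 0.454), -0.11 for Il6 (standard error 0.10, adjusted p = 0.765) and 0.53 for Ccl7 (standard error 0.16, adjusted p = 0.324), from limma. Tagln was higher in 5 of 5 IL-33-deficient kidneys than in all 7 WT kidneys, and passed the paper's threshold without WT replicate 3818. Ccl7 lay higher, where CCL7 was lower in the fibroblasts. After UUO, Il6 was at 6.88 to 7.60 in WT and 6.89 to 7.15 in IL-33-deficient kidneys. The deleted Il33 read 6.89 on average in the latter, so Il6 lay near background and its difference says little about the paper's count.

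Gpd2 was at 8.54 and 8.62 in the IL-33-deficient controls and at 7.32 and 7.52 in the WT controls, and at 7.21 to 7.91 in IL-33-deficient and 7.01 to 8.00 in WT kidneys after UUO. No explanation was tested.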
